# Identification of Candidate B-Lymphoma Genes by Cross-Species Gene Expression Profiling

**DOI:** 10.1371/journal.pone.0076889

**Published:** 2013-10-09

**Authors:** Van S. Tompkins, Seong-Su Han, Alicia Olivier, Sergei Syrbu, Thomas Bair, Anna Button, Laura Jacobus, Zebin Wang, Samuel Lifton, Pradip Raychaudhuri, Herbert C. Morse, George Weiner, Brian Link, Brian J. Smith, Siegfried Janz

## Abstract

Comparative genome-wide expression profiling of malignant tumor counterparts across the human-mouse species barrier has a successful track record as a gene discovery tool in liver, breast, lung, prostate and other cancers, but has been largely neglected in studies on neoplasms of mature B-lymphocytes such as diffuse large B cell lymphoma (DLBCL) and Burkitt lymphoma (BL). We used global gene expression profiles of DLBCL-like tumors that arose spontaneously in *Myc*-transgenic C57BL/6 mice as a phylogenetically conserved filter for analyzing the human DLBCL transcriptome. The human and mouse lymphomas were found to have 60 concordantly deregulated genes in common, including 8 genes that Cox hazard regression analysis associated with overall survival in a published landmark dataset of DLBCL. Genetic network analysis of the 60 genes followed by biological validation studies indicate *FOXM1* as a candidate DLBCL and BL gene, supporting a number of studies contending that FOXM1 is a therapeutic target in mature B cell tumors. Our findings demonstrate the value of the “mouse filter” for genomic studies of human B-lineage neoplasms for which a vast knowledge base already exists.

## Introduction

Comparative gene expression profiling of malignant tumor counterparts in humans and model organisms such as laboratory rats and mice affords a unique, powerful approach to identify genetic networks that have been conserved in neoplastic cell development over millions of years of evolution. The principal objective of cross-species analyses of human cancer transcriptomes is the discovery of concordantly deregulated genes in corresponding types of cancer in model organisms. Genes of this sort point to common drivers of tumor development or pathways of tumor maintenance, therapy response, acquisition of drug resistance and/or overall outcome. Cross-species comparisons of global gene expression patterns have been successfully employed in the past for gene discovery in liver cancer [1], breast cancer [2], lung cancer [3], prostate cancer [4], intestinal adenoma [5], melanoma [6], rhabdomyosarcoma [7] and, as far as hematopoietic tumors are concerned, T-cell lymphoma [8]. However, this approach has been underutilized in aggressive malignant tumors of B-lymphocytes, such as diffuse large B cell lymphoma (DLBCL), the most prevalent type of non-Hodgkin’s lymphoma in Western countries.

DLBCL has been extensively characterized at the genetic, biochemical and oncogenomic level [9-11], contributing to our current understanding that DLBCL is a heterogeneous disease that (i) is comprised of different histopathologic, genetic and molecular subtypes, (ii) requires different approaches to therapy and patient management and iii) exhibits different outcomes in accordance with BCL2 expression [12], occurrence of *MYC*-activating chromosomal translocations [13], cytogenetic complexity [14] and patient age at diagnosis [15] – to name but a few prognostic parameters. Genetically engineered mouse models in which DLBCL-like neoplasms develop spontaneously in their native immunocompetent microenvironment [16] can make valuable contributions to the rich genetic and biological background on DLBCL, particularly with regard to elucidating mechanisms of tumor development. Mouse models of this sort may also afford a good opportunity to evaluate the hypothesis that comparative gene expression profiling of human-mouse lymphoma counterparts generates new and clinically relevant insight into a type of mature B-lineage tumor for which a vast knowledge base already exists. Here we report the result of a feasibility study to that end.

The study began with a comparative transcriptomic analysis of 9 human DLBCL and 7 B lymphoma tumors that developed in strain C57BL/6 (B6) mice that harbored a targeted insertion of a single copy of a mouse *Myc* cDNA gene into the immunoglobulin heavy-chain (*Igh*) locus. The transgene, dubbed “iMyc” for “inserted” *Myc*, mimics the chromosomal t(8;14)(q24;q32) translocation found in the great majority of human Burkitt lymphoma (BL) and a subset of DLBCL and other B-lineage tumors [17]. This particular study used tumor samples that harbor *Myc* in each of three distinct *Igh* insertion sites [17]. Approximately 70% of B6.iMyc congenic mice develop a type of high-grade, iMyc-driven, B-cell lymphoma (designated iMycBCL) by 12 months of age that recapitulates histopathologic features of aggressive human B lymphoma, such as DLBCL and BL. Cross-species expression profiling of the human-mouse tumor counterparts uncovered 60 concordantly deregulated genes that are referred to below as DMB genes (short for human DLBCL and mouse iMycBCL genes). Eight of these genes were found to be associated with survival of DLBCL patients included in the dataset of Lenz et al. [18], indicating clinical relevance of the DMB 60-gene list. Network analysis of six DMB genes frequently confirmed in studies on the DLBCL transcriptome enabled the discovery of *FOXM1*, the forkhead box M1 transcription factor, as a top candidate lymphoma gene.

Although limited in terms of sample size, the result of this pilot study demonstrated the merit of comparative gene expression profiling of B-lineage tumors across the human-mouse species barrier. Extending this approach to other types of B-cell tumors for which dedicated mouse models have been developed [19] may be warranted.

## Materials and Methods

### Tissue specimens and normal controls

OCT-embedded DLBCL patient samples were from the Biospecimens Core of the University of Iowa/Mayo Clinic Lymphoma SPORE. Healthy volunteer peripheral blood B cells (normal controls) were obtained through the University of Iowa DeGowin Blood Center and isolated using MACS B Cell Isolation Kit II (Miltenyi Biotec). Diffuse, high-grade B220 ^+^ Pax5^+^ iMyc-dependent mouse B-cell lymphoma (iMycBCL) were harvested from enlarged peripheral or abdominal lymph nodes (>75% tumor cells) of strain C57BL/6 mice containing either the iMyc^Eμ^, iMyc^ΔEμ^ or iMyc^Cα^ transgene [17]. Control, splenic B-cells were obtained from inbred C57BL/6 mice and isolated with B220 microbeads (Miltenyi Biotec). The diagnosis of human DLBCL and mouse iMycBCL was independently confirmed by board-certified human (S.S.) and veterinary (A.O.) pathologists. All human samples were de-identified and untraceable to living persons. Mouse studies were performed under protocol 1001004 as approved by the University of Iowa Office of Animal Resources Institutional Animal Care and Use Committee (IACUC).

### RNA processing and microarray analysis

Whole tumor specimens from human or mouse containing >75% neoplastic cells were ground and processed for microarray hybridization. Frozen human and mouse tissue (1–3 mm × 1–3 mm) was submerged in liquid nitrogen in a ceramic mortar, ground to powder, and immediately processed for mRNA isolation using the PerfectPure RNA Tissue Kit (5 PRIME, Hannover, Germany) for total human RNA or the Trizol reagent (Invitrogen, Carlsbad, CA) for total mouse RNA. Gene expression profiling (GEP) was performed on Affymetrix GeneChip Human Genome U133 Plus 2.0 Array (HG U133) and Mouse Genome 430 2.0 arrays (MG 430), respectively.

For human samples, RNA quality was assessed using the Agilent Model 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Total RNA (5 µg) was processed for use on the microarray using the Affymetrix GeneChip one-cycle target labeling kit (Affymetrix, Inc., Santa Clara, CA). The resultant biotinylated cRNA was fragmented and hybridized to the GeneChip Human Genome U133 Plus 2.0 Array (HG U133; Affymetrix, Inc.) to analyze over 47,000 human transcripts. Arrays were washed, stained, and scanned using the Affymetrix Model 450 Fluidics Station and Affymetrix Model 3000 scanner (7G upgrade) at the University of Iowa DNA Core Facility (Iowa City, IA). Expression values were generated by the Micro Array Suite (MAS) v. 5.0 software within the GeneChip operating software (GCOS) v 1.4.

For mouse samples, 50 ng total RNA was converted to cDNA, amplified by SPIA using the Ovation RNA Amplification System v2, and purified using a QIAGEN MinElute Reaction Cleanup column according to modifications from NuGEN. SPIA-amplified cDNA (3.75 µg) was fragmented (average fragment size = 85 bases) and biotin labeled using the NuGEN FL-Ovation cDNA Biotin Module v2. The resulting biotin-labeled cDNA was mixed with Affymetrix hybridization buffer, placed onto Mouse Genome 430 2.0 arrays (MG 430), and incubated at 45°C for 18 hrs (60 rpm rotation) in an Affymetrix Model 640 Genechip Hybridization Oven. Arrays were then washed, stained with streptavidin-phycoerythrin (Molecular Probes, Inc., Eugene, OR) and signal-amplified with anti-streptavidin antibody (Vector Laboratories, Inc., Burlingame, CA) using the Affymetrix Model 450Fluidics Station. Arrays were scanned and expression values generated as described for human samples.

HG U133 and MG 430 array data were imported into Partek GS (v6.3) and normalized as separate batches using default settings for robust multi-averaging (RMA). Variability of the data was assessed by principal component analysis (PCA) per respective species (Figure **S1**). 

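Normal B cells lay apart from every tumor on the leading component in both species. On the human arrays this component carried 43.1% of the variance. The 3 normal samples lay between -128 and -118 on it, and the 9 DLBCL lay between -28.6 and 85.6. On the mouse arrays it carried 44.6%, with the 3 normal samples between -96.5 and -92.9 and the 7 iMycBCL between 6.02 and 66.6. The DLBCL differed more from each other than the normal human B cells did. Pearson's correlation over all probesets was 0.903 to 0.977 between tumors and 0.987 to 0.990 between normal samples. Between iMycBCL it was 0.885 to 0.983, and between normal mouse B cells 0.994 to 0.997. Correlations of a tumor with a normal sample overlapped those between tumors, at 0.871 to 0.929 in human and 0.869 to 0.939 in mouse. The components were computed on centered, unscaled log2 values, and no test was made.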

Normal and tumor samples were compared using ANOVA. False discovery rate (FDR) correction relied on default settings for the step-up method in Partek. For both species, FDR of 0.01 was used and two separate lists containing genes highly likely to be differentially expressed were generated. Using homology associations from Affymetrix annotations, the mouse probe sets that were significantly changed were associated with their human counterparts. Genes exhibiting significant concordant change in mouse and human tumors were identified. Array data are available under the following gene expression omnibus (GEO) accession number: GSE44337.

### Quantitative RT-PCR

Total RNA was reverse transcribed to generate cDNA using either a First Strand cDNA synthesis kit (Roche) kit or Superscript III First Strand Synthesis SuperMix (Invitrogen). Primers and probes were purchased from Integrated DNA Technologies (IDT, Coralville, IA). Sequences provided in Table **S1**. Quantitative RT-PCR (qPCR) was performed using Taqman® Gene Expression Master Mix (Applied Biosystems, Foster City, CA) on an ABI 7000 or 7900HT at the University of Iowa DNA Core Facility. Data were analyzed using ABI Sequence Detection Software v1.2 or v2.3, Microsoft Excel and GraphPad Prism (v5). Statistics tested the null hypothesis that the expression level did not differ between normal and tumor tissue using a two-sided, non-parametric Mann-Whitney with a 95% confidence interval.

### Cell lines and treatments

Burkitt lymphoma cell lines (Daudi, DG75, Raji, Ramos) were obtained from ATCC (Manassas, VA). Dawo was derived in our laboratory from the pleural effusion of a patient with an aggressive B lymphoma. All human DLBCL cell lines (BJAB, OCI-Ly7, SU-DHL-4, SU-DHL-6, HBL1, TMD8, OCI-LY3, OCI-Ly10) were kindly provided by Dr. R. Eric Davis (University of Texas, Houston, TX) [20]. *O*CI-Ly3 and OCI-Ly10 were cultured in IMDM supplemented with 20% human plasma, HEPES, L-glutamine, penicillin/streptomycin, and 2-mercaptoethanol. Daudi, DG75, Raji, Ramos, BJAB, OCI-Ly7, SU-DHL-4, SU-DHL-6, HBL1, and TMD8 were cultured in RPMI supplemented with 10% FBS, L-glutamine, penicillin/streptomycin, HEPES and sodium pyruvate.

Cells were treated with thiostrepton (Sigma-Aldrich, St. Louis, MO) and ARF-peptide or a mutated peptide [21] (Genemed Synthesis, Inc., San Antonio, TX) as detailed in the Results.

### Cell metabolic activity, viability, apoptosis, DNA Content

Cell metabolic activity and viability were examined using CellTiter 96® Aqueous One Solution Cell Proliferation Assay (MTS-based) (Promega), CellTiter-Glo® Luminescent Cell Viability Assay (Promega), and/or Guava ViaCount® (EMD Millepore) 24 hours after seeding at 4 x 10^5^ c/ml. A BD FACSCalibur flow cytometer was used to determine active apoptosis by AnnexinV and propidium iodide (PI) cell staining (BD Phamingen), and DNA content by PI in a hypotonic lysis buffer as before [22].

### Online databases

Oncomine 4.4 (https://www.oncomine.org/resource/login.html) was used for comparisons to other lymphoma GEPs using parameters discussed in Results [23]. STRING 9.0 (http://string-db.org/) was employed for network analysis as described in the text [24]. These data were imported into Cytoscape [25] to generate the pathway diagram. The National Cancer Institute Pathway Interaction Database (NCI-PID; http://pid.nci.nih.gov/) “batch query” feature was used for pathway analysis of the NCI-Nature curated data sources [26]. DMB gene ontology was determined using DAVID (http://david.abcc.ncifcrf.gov/home.jsp).

### Survival statistics

Associations between gene expression and overall survival were individually estimated and assessed for statistical significance using Cox regression models. Overall survival was defined as time survived from treatment to death. Subjects alive at the end of the study follow-up were treated as censored observations in the survival analysis. Results are reported as the relative rates of death associated with one-unit increases in expression level (hazard ratios), along with 95% confidence intervals. Statistical tests were performed to assess the significance of treatment-specific hazard ratios as well as between-treatment differences in hazard ratios. All tests were two-sided and assessed for significance at the 5% level.

## Results

### Human DLBCL and mouse iMycBCL contain concordantly deregulated genes

To evaluate gene expression changes in malignant B-cell lymphoma across human and mouse, 9 human DLBCL and 7 mouse iMycBCL were selected for genome-wide expression profiling on Affymetrix microarrays. Figure **1A** depicts one representative hematoxylin and eosin-stained tissue section each of human and mouse lymphomas, showing their histological similarity. Peripheral blood B cells from 3 healthy donors and B220^+^ splenocytes from 3 inbred C57BL/6 mice served as controls for the human and mouse tumors, respectively. 

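The arrays compared ground pieces of lymphoma tissue with isolated normal B cells. The 7 iMycBCL comprised 4 tumors with the transgene in the Eμ position, 2 in the Cα position and 1 in the ΔEμ position. The human tumors had been frozen in embedding medium, and the human B cells were isolated on magnetic beads and then frozen. Human RNA was labeled in a single cycle, whereas mouse RNA was amplified linearly (SPIA) before labeling. The authors supplied RMA values on the log2 scale, normalized for each species on its own. The median signal of an array was at least 5.02 among the 12 human and 5.64 to 5.79 among the 10 mouse arrays. From these values, tumors and normal B cells were compared for each probeset with limma's moderated test, taking in only the arrays of that species. The p values were adjusted after Benjamini and Hochberg over all probesets of the array, and an adjusted p under 0.01 counted as a change. Changes are given as tumor minus normal on the log2 scale, with the standard error from the fit. Of the human probesets, 41097 carry 1 gene symbol, 1801 several and 11777 none. The mouse array has 34958, 932 and 9211. A gene counted as higher or lower where at least 1 probeset with that symbol alone passed. For genes of Table 1 the probesets listed there were read, and 6 of those 146 carry several gene symbols or none. Genes called most raised or most reduced are those with the largest change among probesets where every tumor lay outside the range of the normal samples. Gene lists, written before the data were examined, were tested with camera at a preset correlation of 0.01, taking the brightest probeset of each gene. The methods' test, the single-factor comparison the paper names, was run on the same values as an alternative. So were a fit that gives discordant arrays less weight and a fit without suffixed probesets, those whose names mark sequence shared between transcripts. Exact permutation tests, all two-sided, cannot go below p = 0.00455 for 9 tumors against 3 normal samples or below 0.00833 for 7 against 3. The number of arrays limits the precision. The origin of the cells, their handling and the tumor state all differ between the groups, so these comparisons do not separate them.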

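Among the genes most raised in DLBCL were several of the extracellular matrix and of macrophages. COL1A1, a chain of type I collagen, had a signal of 11.46 ± 1.28 (SD, n = 9) in the tumors and 3.53 ± 0.07 (n = 3) in normal B cells, a log2 change of 7.92 (standard error 0.71, adjusted p = 3.64e-05 from limma). GPNMB, a glycoprotein of macrophages and pigment cells, was higher by 8.02 (0.69), and CXCL9, a chemokine that attracts T cells, by 7.60 (0.63). Among genes of connective tissue and vessels, IGFBP7, COL3A1, FN1, SPARC and LUM rose by 7.18, 6.67, 6.53, 6.33 and 6.21, with 3.72 and 5.42 on the brightest probesets of IGFBP7 and FN1. SELENOP, a plasma selenoprotein, rose by 6.68 (0.68). Among the genes most reduced were several of B cells. The immunoglobulin delta heavy chain gene IGHD fell by 6.19 (0.84), to 5.88 ± 1.51 (SD, n = 9) from 12.08 ± 0.21 (n = 3), and by 4.14 on its brightest probeset. ADAM28, a membrane protease of lymphocytes, fell by 4.97 (0.57), the phospholipid synthesis gene CHPT1 by 5.09 (0.34) and the G protein subunit gene GNG7 by 4.87 (0.17). On the brightest probesets of ADAM28, CHPT1 and GNG7 the falls were 4.11, 2.61 and 4.29. IGHM and BANK1, an adaptor of the B-cell receptor, fell by 4.42 (0.86) and 4.21 (0.82). Neither passed with the methods' test (adjusted p = 0.0116 and 0.0115), nor with limma on its brightest probeset (-3.81 and -4.28, adjusted p = 0.0934 and 0.0141). The sodium channel gene SCN3A fell by 4.63 (0.25) and BMS1P20 by 4.19 (0.65), or 3.51 on its brightest probeset. EIF1, a translation factor gene, fell by 4.81 on 1 probeset but changed by -0.16 on its brightest (adjusted p = 0.370 from limma). Of 28 stroma genes, 16 rose and none fell, with a median log2 change of 3.47. These 28 genes shifted upward relative to all others (camera, adjusted p = 1.8e-16; adjusted p = 0.135 with an estimated correlation), and 17 rose when adjusted over the list alone. Of 24 macrophage genes, among them CTSB (4.19 ± 0.36, standard error) and C1QC (5.99 ± 0.77), 16 rose, with a median of 3.41 (adjusted p = 2.9e-12; adjusted p = 0.135 with an estimated correlation), or 17 when adjusted over the list alone. Of all human probesets, 4040 of 54675 passed, 1581 higher and 2459 lower in DLBCL. This count rests on each of the 3 controls, since 2050, 1853 or 1804 probesets passed when normal human replicate 1, 2 or 3 was left out. It was 9190 with array weights and 2494 without suffixed probesets.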

Comparison of RMA-normalized global gene expression profiles (GEP) of DLBCL and normal human B cells using ANOVA (*p* < 0.01) demonstrated significant differences in 3,961 of 54,675 (7.24%) probesets, with 3,268 (82.5%) remaining at a false discovery rate (FDR) of 1% ( < 0.01; Figure **1B** **left**). ANOVA of iMycBCL and normal mouse B cells revealed significant differences in 3,285 of 44,101 (7.45%) probesets, with 2,893 (88.1%) passing the FDR 0.01 filter (Figure **1B** **right**). 

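Myc, the gene inserted in these mice, was higher in every iMycBCL than in every normal sample. Its probeset read 12.33 ± 0.73 (SD, n = 7) in the tumors and 9.39 ± 0.16 (n = 3) in normal B cells, a log2 change of 2.94 (standard error 0.41, adjusted p = 0.00142 from limma). The files do not say whether it reads the inserted gene, the native gene or both. Fabp4, a fatty acid carrier, rose by 4.30 (0.21, adjusted p = 2.14e-06). The lactate transporter gene Slc16a1 rose by 3.69 (0.37), the uridine kinase gene Uck2 by 3.52 (0.31), and the centromere genes Cenpv and Cenpw by 3.25 (0.50) and 3.10 (0.23). Cmss1, which encodes a protein of the small ribosomal subunit's assembly, rose by 3.24 (0.41). The brightest probesets of Uck2 and Cmss1 rose by 2.91 and 1.95. Probesets of several immunoglobulin genes were among those that fell the most. Ighm read 5.98 ± 0.26 (SD, n = 7) in iMycBCL and 14.16 ± 0.02 (n = 3) in normal B cells, a log2 change of -8.19 (standard error 0.15, adjusted p = 1.88e-09). The brightest Ighm probeset changed by -2.17 (1.13) and did not pass (adjusted p = 0.295). An Igk probeset fell by 7.47 (0.15) and an Igha probeset by 7.02 (0.51), from means of 13.67 and 14.03 in normal B cells. Whether these probesets read all transcripts of their gene was not tested. The complement receptor gene Cr2 fell by 7.06 (0.06), Fcer2a, which encodes the low-affinity IgE receptor CD23, by 6.07 (0.08), and the follicle-homing chemokine receptor gene Cxcr5 by 5.65 (0.61). Sparc, a matrix glycoprotein gene, and Rgs5, a marker of pericytes, rose by 4.23 (0.79) and 3.68 (0.66), and the immediate early gene Fos fell by 5.61 (1.06). These 3 genes did not pass the methods' test (adjusted p = 0.0184, 0.0160 and 0.0200). Of 27 stroma genes 1 rose and none fell, while the whole list shifted upward with a median of 1.13 (camera, adjusted p = 2.8e-07; adjusted p = 0.332 with an estimated correlation; none rose when adjusted over the list alone). In total 2858 of 45101 probesets passed, 833 higher and 2025 lower in iMycBCL. Leaving out normal mouse replicate 1, 2 or 3 left 1444, 1417 or 1380, and array weights gave 6803.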

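The κ light chain genes Igkv6-14 and Igkv15-103 were among the genes lowest in iMycBCL relative to normal B cells, with log2 changes of -6.57 and -6.36 (-6.21 for a further κ gene), and no human gene on the array carries their names. Immunoglobulin V genes are numbered separately in each species. The immediate early gene Ier5 fell by 0.94 (standard error 0.07) on 1 probeset, while its brightest did not pass (-2.31, adjusted p = 0.0693 from limma), and the replication gene Mcm10 rose by 1.94 (0.15). Both have a human counterpart of the same name. Among the mouse probesets that passed and name a single gene, 1756 genes were found, and for 1520 of them (86.6%) the human array holds a gene of the same symbol when letter case is ignored. They were read by 1918 probesets, 67.1% of the mouse probesets that passed. The methods' test gave 1277 such probesets, array weights 4909, and leaving out suffixed probesets 1230. Names were matched by symbol alone, so a pair with different symbols, such as mouse Fcer2a and human FCER2, was missed.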

Less than half (1,356; 46.9%) of the mouse genes represented by the 2,893 differential probesets had an identically named, annotated human counterpart, a restrictive comparison. 

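Some genes of mature B cells were lower in the tumors of both species, while most of those listed did not pass. Of 28 such genes on the human array, 4 fell and none rose, with a median log2 change of -1.39 (camera, adjusted p = 5.7e-06; adjusted p = 0.135 with an estimated correlation), and 7 fell when adjusted over the list alone. In the same DLBCL samples the stroma and macrophage lists rose with camera's preset correlation (medians 3.47 and 3.41). Neither passed with an estimated correlation (adjusted p = 0.135 for each). TNFRSF13C, which encodes the receptor of the survival factor BAFF, fell by 1.56 (standard error 0.20), and the MHC class II chaperone gene CD74 by 0.36 (0.08). The brightest CD74 probeset did not pass (-0.29, adjusted p = 0.325 from limma). Of 25 mouse genes on that list, 7 fell and none rose, with a median of -1.99 (adjusted p = 7.4e-14; adjusted p = 0.0617 with an estimated correlation), and 8 fell when adjusted over the list alone. In the same iMycBCL samples the stroma and endothelium lists shifted upward with camera's preset correlation (medians 1.13 and 0.41). Neither passed with an estimated one (adjusted p = 0.332 for each). The macrophage list did not pass (median -0.05). Ciita, the regulator of MHC class II genes, fell by 1.47 (0.05), and Fcrl1, a B-cell surface receptor, by 4.35 (0.64). Counted by gene, 1121 human genes rose, 1228 fell and 34 had probesets in both directions. In mouse 633 rose, 1121 fell and 2 did both. Changed probesets made up 7.39% of the human and 6.34% of the mouse array at an adjusted p under 0.01 from limma. At an adjusted p under 0.05 the shares were 17.3% and 11.7%. Lower probesets outnumbered higher ones in both, at 60.9% of the changed human and 70.9% of the changed mouse probesets. Among human changes of at least 2-fold 1177 were higher and 1135 lower. Of the 3266 changed human probesets above the median signal 1700 fell, and a fit on the probesets above the median alone gave 1800 higher and 1772 lower.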

The results showed that the fraction of differentially regulated genes in malignant versus normal B-lymphocytes is similar in both species: 5.98% (3,268/54,675) in human and 6.56% (2,893/44,101) in mouse.

**Figure 1:**
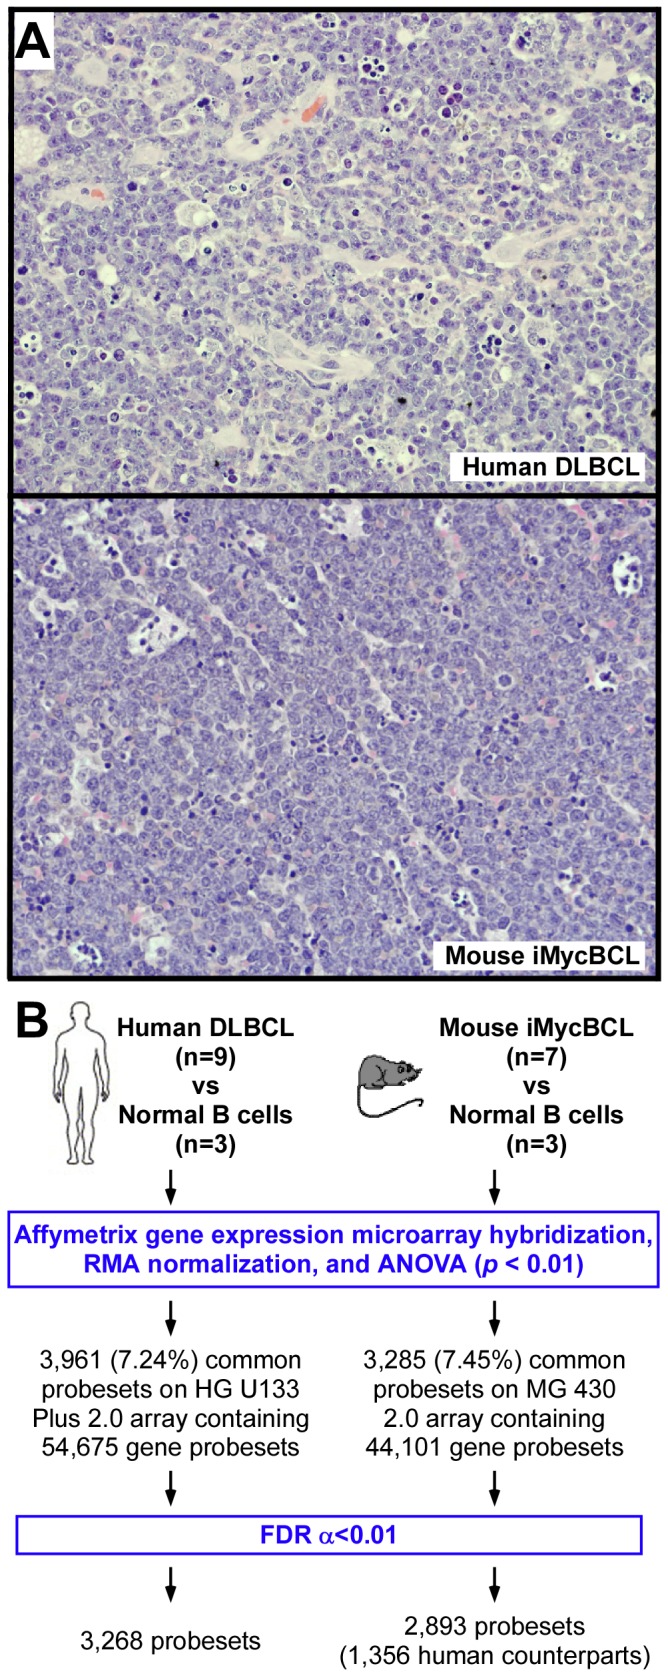
Global gene expression profiles of human and mouse B lymphoma contain an abundance of deregulated genes. (A) Representative tissue sections of human DLBCL (top) and mouse iMycBCL (bottom) stained with hematoxylin and eosin. The normal lymphoid tissue structure is effaced in both species by sheets of medium to large tumor cells that contain scant cytoplasm and round to polygonal nuclei with one to two nucleoli. Tingible body macrophages that harbor apoptotic bodies are abundant. Microscopic slides were read using an Olympus BX-51 light microscope equipped with UPLSAPO objectives (Olympus). The light temperature of the microscope bulb varied between 3000 and 3400 K. Imaging medium was air. Images were acquired with the help of a 40x objective (0.95 numerical aperture), DP2 digital camera (Olympus), and DP2-BSW imaging software (Olympus). Images were saved as TIF (tagged image file) data files and enhanced with respect to brightness, contrast and color balance using the Adobe Photoshop CS2 Version 9.0.2 software (Adobe Systems Inc). (B) Flow chart of global gene expression analysis of human and mouse lymphoma counterparts carried out in parallel and using the same statistical parameters (RMA, robust multi-averaging; ANOVA, analysis of variance; FDR, false discovery rate). Gene expression profiles of human DLBCL and normal B cells were compared on HG U133 microarrays. Gene expression profiles of mouse iMycBCL and normal B cells were compared on MG 430 microarrays.

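The kinesin genes KIF18B and KIF20A, which encode motors of the mitotic spindle, rose in the lymphomas of both species. KIF18B changed by 3.67 (standard error 0.30) on the log2 scale in DLBCL and by 1.76 (0.16) in iMycBCL, and KIF20A by 2.70 (0.27) and 2.23 (0.30). HECA, a regulator of cell division, fell by 3.76 (0.29) in DLBCL, although its brightest probeset did not pass (-0.99, adjusted p = 0.0725 from limma), and by 1.38 (0.18) in iMycBCL. The endosomal protein gene WDFY2 fell by 2.46 (0.15) and 1.85 (0.12). Among 13638 gene symbols present on both arrays, 198 genes rose in both species, where 42.2 would be shared between independent lists. Fisher's exact test, one-sided, gave an odds ratio of 8.05 (p = 1.0e-84). Another 170 fell in both, against 65.6 by chance (odds ratio 3.36, p = 9.3e-33 from the same exact test). Opposite directions were rarer than chance gives. There were 44 genes higher in DLBCL and lower in iMycBCL, against 71.2, and 21 lower in DLBCL and higher in iMycBCL, against 38.9. Genes are not independent of each other, so these p values describe the overlap of the lists and not the number of tumors.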

Differentially expressed genes in human and mouse tumors exhibited partial overlap. The degree of human-in-mouse overlap is indicated schematically in Figure **2A** **left**, showing that 599 (18.3%) and 203 (6.21%) of the 3,268 human probesets were also different in iMycBCL at FDR 0.05 and 0.01, respectively. 

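Some shared genes ran in opposite directions. ADAMDEC1, a protease gene of macrophages and dendritic cells, was higher in all 9 DLBCL than in every normal sample, by 6.27 (standard error 1.13), and lower in all 7 iMycBCL, by -4.26 (0.11). The adenosine kinase gene ADK was lower in DLBCL (-2.10, standard error 0.32) and higher in iMycBCL (2.56, 0.25). MGST2, a glutathione transferase gene, was higher in DLBCL by 2.29 (0.34) and lower in iMycBCL, by -2.05 (0.20). CLTC, the gene of the clathrin heavy chain, was higher in DLBCL by 1.93 (0.16) and lower in iMycBCL on 1 probeset (-2.02, standard error 0.23), but not on its brightest mouse probeset (-0.63, adjusted p = 0.399 from limma). The difference between species was not tested. Of the 4040 human probesets that passed with limma, 1002 (24.8%) named a single gene that also passed in iMycBCL at an adjusted p under 0.05, whichever its direction. At an adjusted p under 0.01 the number was 607 (15.0%). The methods' test gave 652 and 352, array weights 3351 and 2326, and leaving out suffixed probesets 456 and 272. When normal human replicate 1, 2 or 3 was left out there were 535, 476 and 468 at the wider threshold and 339, 308 and 296 at the narrower. Without normal mouse replicate 1, 2 or 3 there were 668, 662 and 637, and 336, 345 and 336.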

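Probesets of the genes that changed in the same direction in DLBCL and iMycBCL placed normal B cells and tumors on separate branches. The chromatin gene HMGB3 was higher in DLBCL by 2.39 and in iMycBCL by 1.80, and the endosomal trafficking gene RABEP2 lower by -1.53 and -2.28. In human, 515 such probesets divided the 3 normal samples from the 9 DLBCL at the topmost branch. Its height was 0.429, and the next branch lay at 0.0465. In mouse, 491 probesets divided the 3 normal samples from the 7 iMycBCL at a height of 0.458, with the next branch at 0.0480. With all probesets the topmost division was the same in DLBCL and iMycBCL, but stood less apart, at heights of 0.0954 over 0.0710 in human and 0.0881 over 0.0823 in mouse. Heights are 1 minus Pearson's correlation, with average linkage. These probesets were selected for the difference between the groups, so their clustering is not independent evidence.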

Unsupervised cluster analysis of these 599 probesets resulted in the dendrogram and heat map presented in Figure **2A** **right**. The level of the reciprocal mouse-in-human overlap, shown in Figure **2B**, was similar: 17.9% (243 of 1,356; FDR<0.05) and 10.8% (146 of 1,356; FDR<0.01) of iMycBCL probesets were significantly different in human DLBCL. 

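BUB1, a kinase gene of the spindle checkpoint, and GINS1, a gene of the replication fork, passed in both species. BUB1 rose by 2.30 (standard error 0.17) in iMycBCL and by 3.92 (0.20) in DLBCL, and GINS1 by 2.34 (0.20) and 3.72 (0.34). The proliferation marker gene TOP2A, a DNA topoisomerase, rose by 1.23 in iMycBCL and 4.89 (0.19) in DLBCL. CXCR5, low in iMycBCL, fell in DLBCL by 1.40 (0.31) with limma, but did not pass the methods' test, nor with limma on its brightest probeset (-1.74, adjusted p = 0.0182). Of the 1918 mouse probesets with a named human counterpart, 951 (49.6%) had that gene change in DLBCL at an adjusted p under 0.05 from limma. At an adjusted p under 0.01 there were 578 (30.1%). The methods' test gave 594 and 330, array weights 3217 and 2270, and leaving out suffixed probesets 488 and 267. Without normal mouse replicate 1, 2 or 3 the counts were 467, 465 and 450 at the wider threshold and 298, 301 and 286 at the narrower. Without normal human replicate 1, 2 or 3 they were 697, 642 and 628, and 344, 324 and 305. Either direction counted, and a gene with several human probesets had more chances to pass.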

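Some genes that hold cells in quiescence were lower in each lymphoma. BTG1, an antiproliferative gene, fell by 4.42 (standard error 0.18) in DLBCL and by 4.56 (0.13) in iMycBCL. Its brightest probesets fell by 0.84 and 1.80, and neither passed (adjusted p = 0.0148 and 0.0220 from limma). The transcription factor gene KLF2 fell by 1.86 (0.14) and TXNIP, an inhibitor of glucose uptake, by 3.59 (0.44) in DLBCL. Klf4, a related factor, fell by 2.18 (0.23) in iMycBCL. Of 23 such genes in human, 12 fell and 1 rose, with a median of -1.20 (camera, adjusted p = 4.3e-06; adjusted p = 0.132 with an estimated correlation), or 14 and 1 when adjusted over the list alone. The gene that rose, SLFN5, changed by 2.80 on the passing probeset and by 0.02 on its brightest. Of 24 in mouse, 9 fell and none rose, with a median of -0.93 (adjusted p = 1.9e-08; adjusted p = 0.0146 with an estimated correlation), or 12 when adjusted over the list alone. In the same DLBCL samples the stroma and macrophage lists rose with camera's preset correlation (medians 3.47 and 3.41). In iMycBCL the stroma list did so (median 1.13), while the macrophage list did not pass (median -0.05). With an estimated correlation none of these lists passed. In all, 368 genes changed in the same direction at an adjusted p under 0.01 from limma, 198 higher and 170 lower. The count was 1136 with array weights (645 higher, 491 lower) and 222 with the methods' test (117 higher, 105 lower). It was 225 on the brightest probeset of each gene (164 higher, 61 lower) and 179 without the suffixed probesets (73 higher, 106 lower). It was 226, 209 and 196 without normal human replicate 1, 2 or 3, and 209, 218 and 211 without normal mouse replicate 1, 2 or 3.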

Further analysis of the species-overlapping gene pool at FDR 0.01 revealed 130 annotated genes (Figure **2C**), 73 genes up regulated (98 human probesets) and 57 genes down regulated (85 human probesets), in lymphoma compared to normal B cells (Figure **2D** **left**; Table **S2** lists all 183 human and mouse probesets). A gene ontology search using DAVID [27], showed that a significant number of the 130 genes participate in the cell cycle, particularly mitosis (Figure **2E**). 

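Most genes of mitosis were raised in both species. Of 52 in human, 45 rose, none fell and 1 did both, with a median log2 change of 3.39 (camera, adjusted p = 3.4e-47; adjusted p = 0.0946 with an estimated correlation), and 46 rose when adjusted over the list alone. ZWINT, a kinetochore gene, rose by 5.52 (standard error 0.27), cyclin B1 (CCNB1) by 4.76 (0.22) and the spindle gene DLGAP5 by 4.11 (0.21). Of 49 in mouse, 34 rose and none fell, with a median of 1.68 (adjusted p = 3.1e-29; adjusted p = 0.0146 with an estimated correlation), and 44 rose when adjusted over the list alone. Genes of DNA replication rose in 19 of 40 cases in human, with a median of 1.62 (adjusted p = 2.4e-16; adjusted p = 0.135 with an estimated correlation), and 25 rose when adjusted over the list alone. PCNA, the clamp of the replication polymerases, rose by 2.92 (0.20), and UHRF1, which maintains DNA methylation, by 3.79 (0.38). In mouse 17 of 39 rose, with a median of 1.11 (adjusted p = 1.2e-14; adjusted p = 0.0327 with an estimated correlation), or 21 when adjusted over the list alone, Gins2 among them (1.29, standard error 0.12). For nucleotide synthesis, 12 of 27 genes rose in human (median 0.85, adjusted p = 2.7e-09; adjusted p = 0.135 with an estimated correlation), and also 12 when adjusted over the list alone. RRM2, a subunit of ribonucleotide reductase, rose by 4.99 (0.44) and thymidylate synthase (TYMS) by 5.13 (0.48). In mouse 17 of 26 rose (median 1.22, adjusted p = 2.3e-12; adjusted p = 0.0348 with an estimated correlation), or 20 when adjusted over the list alone, with Dut at 2.01 (0.17) and Pfas at 1.42 (0.15). Ribosome biogenesis shifted upward as a list in both species, and the difference between the species was not tested. In mouse 24 of 36 genes rose (median 1.22, adjusted p = 3.3e-20; adjusted p = 0.0483 with an estimated correlation), or 29 when adjusted over the list alone, such as Dkc1 (2.18, standard error 0.16) and Nhp2 (1.90, 0.16). In human 4 of 30 rose and 2 fell (median 0.48, adjusted p = 2.9e-05; adjusted p = 0.355 with an estimated correlation), or 7 and 2 when adjusted over the list alone. LYAR, a nucleolar protein gene, rose by 0.95 (0.18), whereas NCL fell by 0.79 on the passing probeset and changed by 0.61 on its brightest. Chaperonin genes rose in 7 of 13 cases in human (median 0.77, adjusted p = 2.0e-07; adjusted p = 0.132 with an estimated correlation), HSPE1 by 1.58 (0.17), and 9 rose and 2 fell when adjusted over the list alone. In mouse 10 of 15 rose (median 0.84, adjusted p = 1.4e-07; adjusted p = 0.0617 with an estimated correlation), or 11 when adjusted over the list alone. Genes of oxidative phosphorylation rose in 20 of 46 cases and fell in 1 in human (median 0.69, adjusted p = 7.7e-15; adjusted p = 0.135 with an estimated correlation), or 26 and 1 when adjusted over the list alone. In mouse 17 of 50 rose (median 0.66, adjusted p = 9.4e-12; adjusted p = 0.0535 with an estimated correlation), or 26 when adjusted over the list alone. Of 18 genes of glycolysis, 11 rose in human, and also 11 when adjusted over the list alone (median 1.19, adjusted p = 4.4e-09; adjusted p = 0.132 with an estimated correlation). PGAM1 rose by 1.51 (0.09) and ENO1 by 1.60 (0.17). In mouse 4 of 16 rose, also when adjusted over the list alone, and the list did not pass (median 0.54, adjusted p = 0.0631). Of the 52 mitosis genes, 20 are also in Table S2, which was drawn from these arrays. The ontology search itself was not run.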

To examine whether a majority of these differentially expressed genes were also differentially expressed between resting and activated, proliferating states in normal B cells, the 130-gene list was compared to two other GEP studies that contrasted resting to highly proliferative, activated B cells. Differentially expressed genes from resting to *in vitro* activated B cells (GSE6136) [28] or quiescent, naïve to germinal center B cells (GSE4142) [29] (Table **S3**) were identified using the same statistical criteria applied to our datasets. Only 17 overlapping genes were identified (13%), not the majority (4 in GSE6136 and 13 in GSE4142; Figure **2D** **center**; see Table **S2** for details). The genes associated with activated, proliferating normal B cells were eliminated from further consideration to focus on genes identified in mouse iMyc and human DLBCL tumors. Remaining genes were still significantly enriched for those associated with proliferation (by DAVID, not shown), but our analysis suggests that the majority of genes we identified by comparing tumor to normal tissue are different from genes identified by comparing quiescent to highly proliferative normal B cells. The last layer of stringency eliminated 52 genes that were less than two-fold up (n = 20) or down (n = 32) in human-mouse lymphoma counterparts (Figure **2D** **right**), resulting in 60 genes (40 up and 20 down), referred to as DMB genes (human DLBCL & mouse iMyc B-cell lymphoma genes) henceforth, listed in Table **1**.

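Several of the 60 genes of Table 1 act in cell division, and their enrichment in this list was not tested. The spindle checkpoint kinase gene TTK rose by 3.03 (standard error 0.36) in DLBCL and 2.73 (0.12) in iMycBCL. GMNN, which limits DNA replication to a single round, rose by 3.43 and 1.53, and ESPL1, which encodes the protease that parts sister chromatids, by 2.14 and 2.27. The chromatin gene HMGA1 rose by 1.95 in DLBCL and 1.92 in iMycBCL, where its listed probeset carries no symbol, lactate dehydrogenase A (LDHA) by 1.87 and 1.41, and the mitochondrial channel gene VDAC1 by 1.64 and 1.42. The brightest mouse probeset of VDAC1 rose by 0.90. Of the genes that fell, FAM65B, a regulator of lymphocyte migration, changed by -2.88 (0.26) in DLBCL and -3.18 (0.33) in iMycBCL. MARCH1, a ubiquitin ligase gene of antigen presentation, changed by -1.22 and -3.56, the zinc finger gene ZMYM5 by -1.46 and -2.02, and JMJD1C, a chromatin gene, by -1.52 and -1.60. YPEL3, a growth-suppressing gene, fell by 2.05 (0.27) in DLBCL and 2.10 (0.16) in iMycBCL. All 183 human probesets of Table S2 had the sign the table gives, and 179 passed with limma, but 115 or 117 when normal human replicate 2 or 3 was left out. All 130 mouse probesets likewise had the same sign and passed. With these probesets, 60 of the 60 genes passed in both species in the direction listed in Table S2, 40 higher and 20 lower (adjusted p under 0.01 from limma). Without suffixed probesets the count was 25, because many of the listed probesets are suffixed and were absent from that fit. All 211 probesets of named genes that remained there, over both species, kept their side of the threshold. ZMYM6 fell on its listed probesets, but its brightest human probeset changed by 0.58 (adjusted p = 0.0466 from limma). Mouse TMEM55B did not pass the methods' test (adjusted p = 0.0130). The tables were drawn from these arrays, so this is not independent evidence. From the genes shared between the species, the paper removes those associated with activated, proliferating normal B cells and those changed less than 2-fold. It proposes that most of the genes differ from those that set proliferating apart from quiescent normal B cells.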

**Figure 2:**
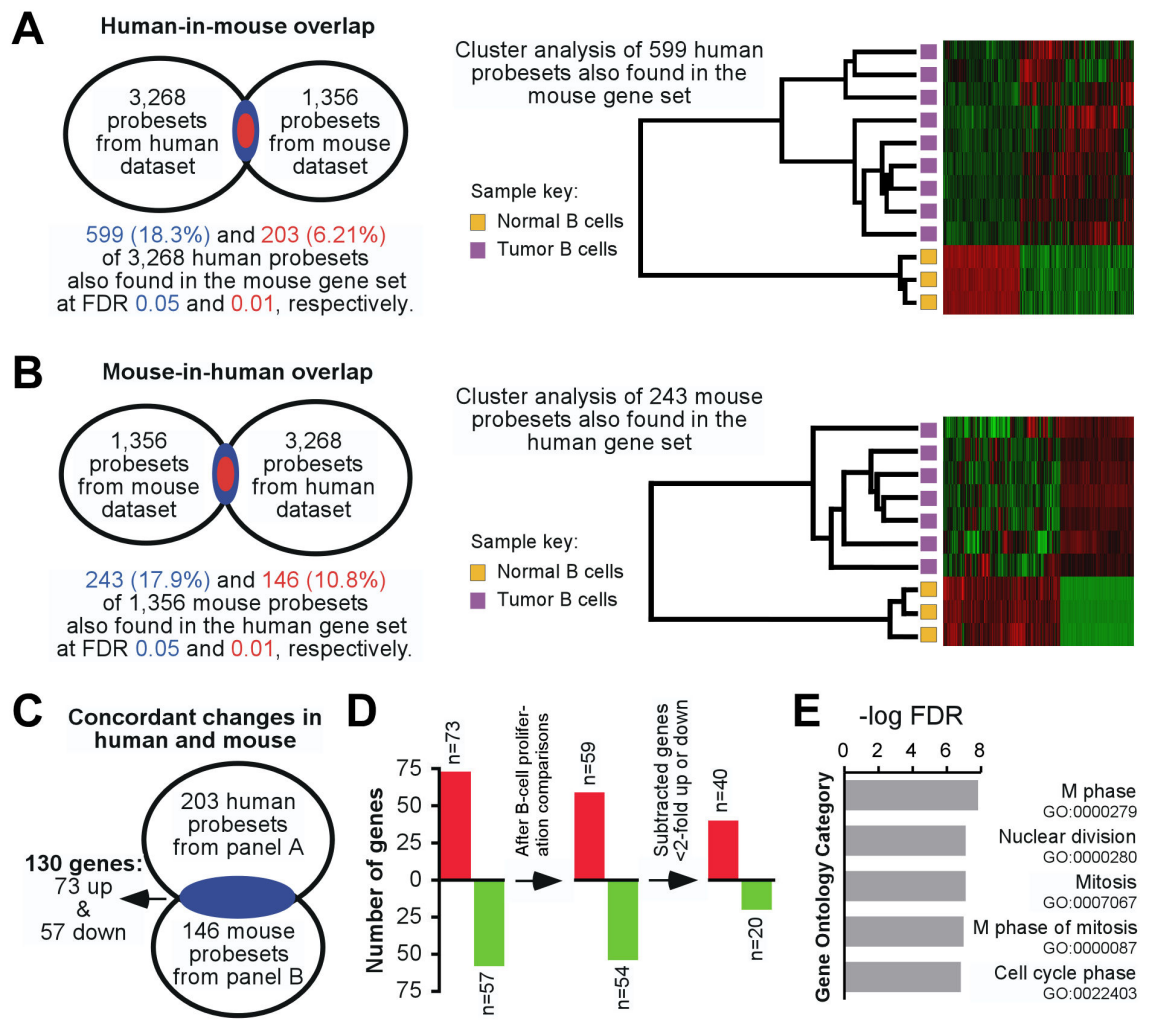
Stringent cross-species comparison of gene expression changes in B-cell lymphoma discovers 60 concordantly deregulated genes, designated DMB (DLBCL/iMycBCL). (A) The Venn diagram on the left shows the degree of human-in-mouse overlap of gene probesets found to be significantly variable in both species. Results at FDR threshold values of 5% and 1% are indicated in blue and red, respectively. A heat map of unsupervised cluster analysis of matching human-mouse gene sets at FDR 0.05 is depicted on the right. (B) Degree of mouse-in-human overlap of significantly variable gene probesets in both species, using the same approach as in panel A. Panels A and B depict reciprocal results. (C) Venn diagram indicating that overlapping gene sets from panels A and B (FDR 0.01 in both cases) represent 130 concordantly deregulated genes in human DLBCL and mouse iMycBCL. (D) Diagrammatic representation of two filtering steps that narrowed the gene list from 130 genes to 60 genes. The genes eliminated in this process are indicated in Table S1. (E) Column diagram indicating the top five gene ontology (GO) categories for the 130 concordantly deregulated genes from panels C and D left. GO categories were determined using DAVID. Pathway names and numbers are shown to the right.

**Table 1:** Differentially expressed genes in human DLBCL and mouse iMycBCL, designated DMB genes.

	**Human**			**Mouse**		
**Gene Symbol**	**Probeset ID**	***p* value**	**Fold Change**	**Probeset ID**	***p* value**	**Fold Change**
**AURKB**	209464_at	1.00E-03	**8.94**	1451246_s_at	2.80E-03	**4.54**
**BCAT1**	226517_at	9.30E-04	**33.8**	1450871_a_at	2.40E-03	**10.24**
	225285_at	1.70E-03	**22.7**			
**BIRC5**	202095_s_at	1.30E-04	**12.63**	1424278_a_at	1.60E-03	**3.69**
	202094_at	6.00E-03	**3.34**			
**BOLA3**	227291_s_at	9.40E-04	**3.17**	1433970_at	5.30E-03	**2.13**
**BUB1B**	203755_at	1.30E-04	**20.2**	1447363_s_at	1.10E-03	**7.06**
**CCDC99**	221685_s_at	1.40E-03	**2.9**	1424971_at	6.90E-03	**2.44**
**CCNA2**	203418_at	1.10E-05	**12.82**	1417911_at	1.30E-03	**3.62**
	213226_at	2.10E-05	**6.71**			
**CCNB2**	202705_at	1.70E-05	**22.67**	1450920_at	7.40E-03	**2.98**
**CCT3**	200910_at	1.30E-03	**2.36**	1459987_s_at	5.70E-03	**2.38**
**CDK1**	203213_at	1.00E-05	**42.72**	1448314_at	3.00E-04	**5.39**
	210559_s_at	7.50E-06	**25.98**			
	203214_x_at	1.40E-05	**19.09**			
**CENPA**	204962_s_at	5.40E-04	**10.2**	1450842_a_at	2.00E-03	**2.9**
**CKS1B**	201897_s_at	6.20E-03	**2.96**	1448441_at	1.00E-03	**5.14**
**CKS2**	204170_s_at	1.10E-04	**15.51**	1417458_s_at	2.30E-03	**3.22**
**CLCF1**	219500_at	2.90E-04	**-2.14**	1450262_at	4.50E-04	**-2.08**
**COBLL1**	203641_s_at	8.70E-03	**-8.74**	1458097_at	1.80E-04	**-3.1**
	229598_at	1.70E-03	**-2.17**			
**CTPS**	202613_at	9.30E-04	**5.71**	1416563_at	1.10E-04	**3.98**
**DOCK11**	238356_at	1.80E-04	**-2.39**	1443467_at	6.50E-04	**2.34**
**ESPL1**	38158_at	1.00E-03	**4.42**	1433862_at	6.00E-04	**4.79**
	204817_at	4.60E-03	**3.23**			
**FABP5**	202345_s_at	3.50E-04	**12.47**	1416022_at	5.60E-03	**20.82**
**FAM65B**	206707_x_at	2.20E-04	**-7.34**	1460555_at	1.30E-03	**-8.93**
**FKBP1A**	200709_at	4.70E-04	**2.61**	1456196_x_at	1.70E-03	**2.56**
	214119_s_at	7.90E-04	**2.27**			
	210186_s_at	8.20E-03	**2.03**			
**FOSB**	202768_at	3.40E-05	**-11.83**	1422134_at	5.70E-04	**-5.19**
**GMNN**	218350_s_at	6.30E-04	**10.78**	1417506_at	3.00E-04	**2.89**
**HECA**	230529_at	8.70E-05	**-13.57**	1434478_at	3.20E-03	**-2.61**
**HMGA1**	206074_s_at	6.70E-03	**3.87**	1416184_s_at	3.20E-03	**3.75**
**HMGB3**	203744_at	2.40E-03	**5.25**	1416155_at	6.90E-03	**3.52**
**HSPD1**	200807_s_at	3.50E-04	**2.69**	1426351_at	2.20E-03	**2.58**
	200806_s_at	5.10E-03	**2.41**			
**JMJD1C**	228793_at	1.70E-03	**-2.88**	1448049_at	3.80E-04	**-3.14**
	221763_at	2.80E-03	**-2.3**			
**KIF18B**	222039_at	1.30E-04	**12.7**	1453226_at	1.10E-03	**3.13**
**KIF20A**	218755_at	3.80E-04	**6.51**	1449207_a_at	4.70E-03	**4.68**
**LDHA**	200650_s_at	5.10E-04	**3.65**	1419737_a_at	1.90E-03	**2.74**
**LGALS3**	208949_s_at	2.00E-03	**-29.33**	1426808_at	8.60E-03	**-3.48**
**MAP3K1**	214786_at	1.00E-04	**-11.89**	1443540_at	2.90E-03	**-4.19**
	225927_at	4.80E-03	**-5.03**			
**MARCH1**	1562338_at	1.30E-05	**-2.33**	1440209_at	4.40E-04	**-11.5**
**MRPS17**	218982_s_at	1.70E-03	**3.42**	1453728_a_at	4.10E-03	**2.16**
**NDC80**	204162_at	5.10E-05	**10.97**	1417445_at	8.60E-03	**2.5**
**NDUFB6**	203613_s_at	9.90E-03	**2.09**	1434057_at	2.10E-03	**2.36**
**NEK2**	204641_at	1.40E-04	**11.97**	1437580_s_at	4.40E-03	**3.01**
**ORC6L**	219105_x_at	4.50E-03	**3.5**	1417037_at	1.40E-03	**2.49**
**PBK**	219148_at	1.40E-03	**19.23**	1448627_s_at	1.30E-03	**6.99**
**PBXIP1**	207838_x_at	6.80E-03	**-2.02**	1451132_at	1.70E-03	**-3.15**
**PDE7A**	224046_s_at	8.20E-03	**-2.54**	1458218_s_at	6.40E-03	**-3.91**
**PFDN6**	222029_x_at	1.70E-03	**2.7**	1415744_at	5.00E-03	**2.16**
	233588_x_at	9.30E-03	**2.28**			
**PHC3**	215521_at	6.60E-03	**-2.56**	1455312_at	6.50E-03	**-3.08**
	226508_at	2.30E-03	**-2.23**			
**RABEP2**	74694_s_at	5.70E-03	**-2.89**	1440795_x_at	4.10E-03	**-4.74**
	219057_at	1.70E-03	**-2.09**			
**RACGAP1**	222077_s_at	1.50E-05	**12.79**	1451358_a_at	2.10E-03	**5.11**
**RIN3**	60471_at	1.00E-03	**-4.6**	1434684_at	7.60E-03	**-4.58**
	219456_s_at	8.30E-04	**-2.06**			
	219457_s_at	1.30E-03	**-3.46**			
**SAP30**	204900_x_at	7.90E-03	**4.65**	1417719_at	4.10E-03	**3.92**
**SFXN1**	230069_at	7.90E-04	**3.75**	1417560_at	4.50E-03	**2.04**
	218392_x_at	1.40E-03	**2.11**			
**SPAG5**	203145_at	2.30E-04	**6.81**	1433893_s_at	6.00E-03	**4.73**
**TMEM55B**	225287_s_at	8.30E-03	**-2.03**	1454797_at	9.10E-03	**-2.94**
**TOP2A**	201292_at	1.70E-06	**29.72**	1454694_a_at	2.40E-03	**2.33**
	201291_s_at	1.10E-04	**11.93**			
**TTK**	204822_at	8.80E-04	**8.18**	1449171_at	1.60E-05	**6.61**
**VAMP2**	201557_at	4.80E-05	**-2.99**	1420834_at	4.30E-03	**-2.01**
	201556_s_at	1.40E-03	**-2.14**			
**VDAC1**	212038_s_at	5.10E-04	**3.12**	1437947_x_at	4.90E-05	**2.61**
	217140_s_at	6.50E-03	**2.58**			
**WDFY2**	1560112_at	1.70E-05	**-5.49**	1434517_at	1.30E-04	**-3.8**
	227490_at	2.90E-03	**-2.09**			
**YPEL3**	232077_s_at	1.70E-03	**-4.15**	1426624_a_at	4.90E-04	**-4.13**
	223179_at	3.70E-03	**-2.98**			
**ZMYM5**	215948_x_at	2.70E-04	**-2.75**	1445543_at	6.80E-05	**-4.04**
	206652_at	7.30E-04	**-2.29**			
**ZMYM6**	227594_at	2.30E-03	**-2.74**	1438685_at	7.00E-05	**-3.11**
	219925_at	1.10E-03	**-2.24**			
**ZWILCH**	218349_s_at	5.40E-03	**3.79**	1416757_at	9.00E-04	**3.34**
	222606_at	7.60E-04	3.51			

To validate the microarray-based expression results, 9 human-mouse gene pairs from the 60-gene list were non-randomly chosen for analysis by quantitative RT-PCR (qPCR). These included six upregulated (Figure **3** **top and center rows**) and 3 downregulated genes (Figure **3** **bottom row**) found in the upper 50% by fold-change in both species. 

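On the arrays, the 6 genes selected as higher and the 3 selected as lower differed between tumors and normal B cells in both species. The Aurora B kinase gene AURKB read 7.82 ± 0.68 (SD, n = 9) in DLBCL and 4.66 ± 0.06 (n = 3) in normal B cells, a log2 change of 3.16 (standard error 0.38, adjusted p = 0.000260 from limma). In iMycBCL it rose by 2.20 (0.27, adjusted p = 0.000697). BCAT1, a transaminase gene of branched-chain amino acids, read 10.14 ± 1.05 (SD, n = 9) against 5.63 ± 0.37 (n = 3), and rose by 3.41 (standard error 0.39) in iMycBCL. BIRC5, which encodes survivin, rose by 3.66 (0.31) in DLBCL on 1 probeset, by 1.74 on its other probeset, and by 1.87 (0.18) in iMycBCL. The spindle checkpoint kinase gene BUB1B rose by 4.34 (0.36) and 2.88 (0.28), the mitotic kinase gene PBK by 4.27 (0.55) and 2.82 (0.29), and RACGAP1, a gene of cytokinesis, by 3.68 (0.21) and 2.34 (0.28). FOSB, an immediate early transcription factor gene, read 5.60 ± 0.39 (SD, n = 9) in DLBCL and 9.17 ± 0.33 (n = 3) in normal B cells, a log2 change of -3.56 (0.24). In iMycBCL it fell by 2.39 (0.22). The kinase gene MAP3K1 fell by 2.33 (0.38) in DLBCL on 1 of its listed probesets and by 2.03 (0.25) in iMycBCL. The brightest mouse MAP3K1 probeset changed by -1.02. RIN3, a regulator of endocytosis, fell by 2.20 (0.27) in DLBCL and 2.19 (0.33) in iMycBCL. For each gene and species, every tumor lay on the same side of every normal sample, and the exact permutation p was the smallest possible. The 9 genes were selected on these arrays, so their differences are not independent evidence.

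**Figure D1:**
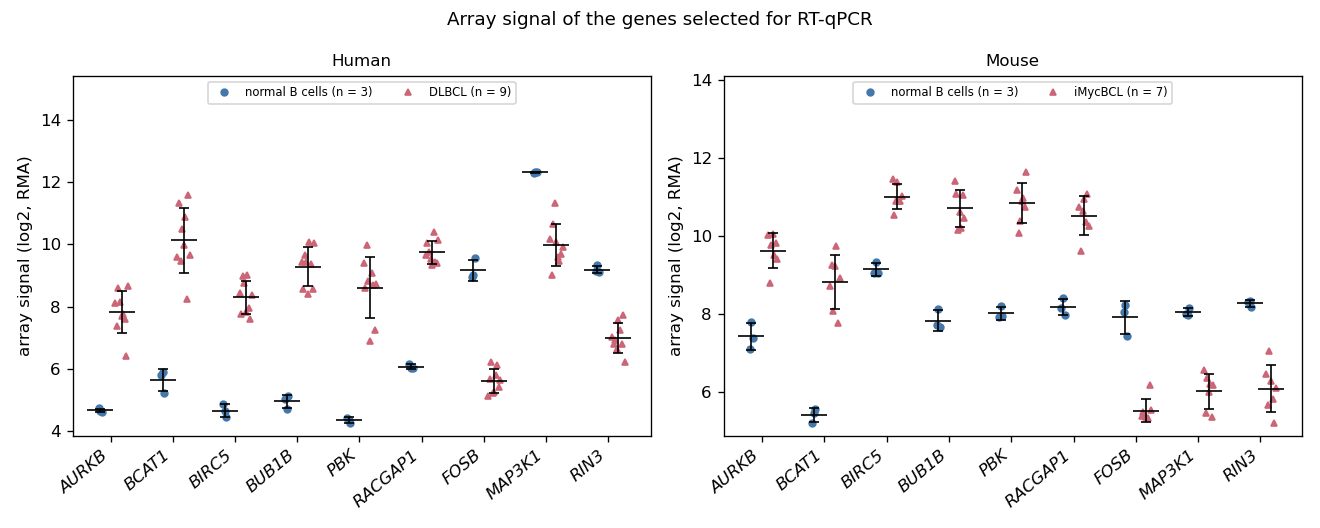
Array signal (log2, RMA) of the 9 genes in human and mouse, with circles for normal B cells (n = 3 in each species) and triangles for tumors (9 DLBCL, 7 iMycBCL), long lines for means and bars for SD. For each gene all tumors lie above, or all below, the normal samples.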

*AURKB*, *BIRC5*, and *MAP3K1* reached statistical significance (*p* < 0.05) in both species. The results were significant in either human but not mouse for *RACGAP1* and *RIN3*, or mouse but not human for *BCAT1, BUB1B, PBK*, and *FOSB*. Although this outcome was not fully consistent with gene chip results (likely due to small sample numbers, uneven representation of tumors and controls and/or outlier values), the qPCR dataset clearly trended with the microarray data. Median expression levels were invariably higher for *AURKB, BCAT1, BIRC5, BUB1B, PBK* and *RACGAP1* and lower for *FOSB, MAP3K1* and RIN3 by qPCR in lymphoma versus normal B cell samples in both species. These findings supported the contention that the DMB 60-gene list shown in Table 1 represents a set of stringently filtered candidate genes that have been phylogenetically conserved, over millions of years of mammalian evolution, in genetic pathways governing neoplastic B-lymphocyte maintenance.

**Figure 3:**
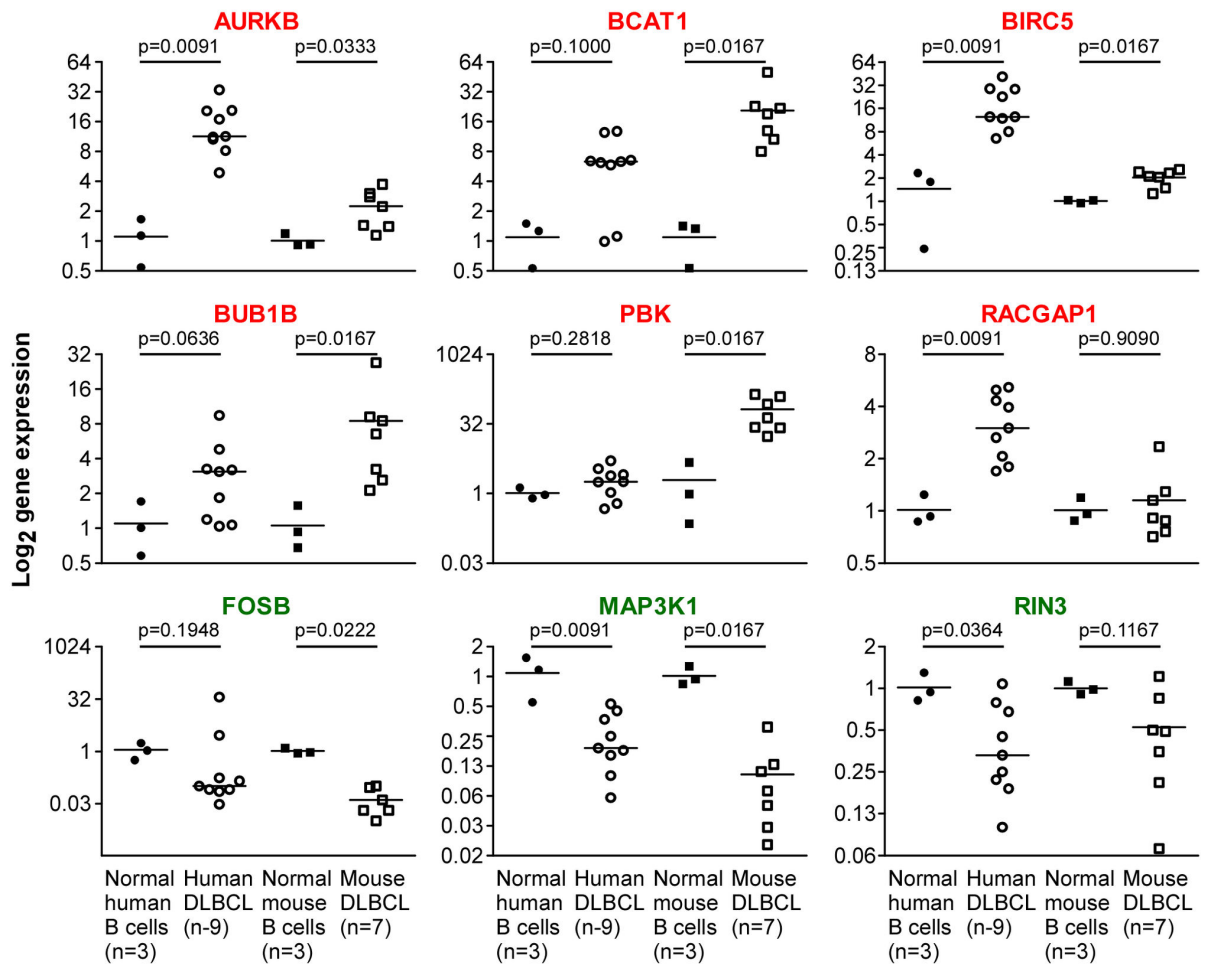
Validation of microarray data using quantitative PCR. Expression levels of DMB genes found to be up regulated (red; top and center rows) or down regulated (green; bottom row) on microarrays were determined with the assistance of qPCR (ΔΔCT method) in human (circle) and mouse (square) lymphoma (open) counterparts. Normal B cells (closed) were included for comparison. *HPRT1* and *Hprt* were used as internal reference genes for human and mouse samples, respectively. Median gene expression levels are indicated by horizontal lines. Statistical analysis relied on the Mann-Whitney test.

### DMB genes predict overall survival of patients with DLBCL

The web-based cancer database ONCOMINE [23] was employed to evaluate whether DMB genes had been previously identified in GEP studies of aggressive human B lymphomas. Six published datasets on gain of aggressive disease features in DLBCL and gene expression changes in DLBCL compared to follicular lymphoma (FL), Burkitt lymphoma (BL) and normal B cells were found in ONCOMINE [30-35]. Only genes with at least two-fold differential expression and one percent or less probability that the up or down regulation occurred by chance (p ≤ 0.01) were considered. One additional dataset not found in ONCOMINE, Andreasson et al. [36] used the same array platform as our studies and examined gene expression changes occurring when low-grade FL undergoes transformation to high-grade DLBCL, and was thus included using the authors’ own statistical criteria (FDR 0.05). Table **S4** shows that 23 of 60 (38.3%) DMB genes were identified in at least two of the seven independent studies described above. The Venn diagram presented in Figure **4A** indicates the frequency of detection of these genes within 4 different categorical comparisons of GEPs. Six of 23 genes (*CENPA, CKS1B, CKS2, LGALS3, NEK2*, *TOP2A*) were found in at least 4 independent datasets (indicated by large font size and black arrows), and 6 other genes were identified in 3 datasets (*BIRC5, CCNA2, CDK1, JMJD1C, LDHA* and *PBK*). The repeated discovery of these genes in studies on human DLBCL and related B-cell neoplasms supported the contention that DMB genes may be clinically relevant.

**Figure 4:**
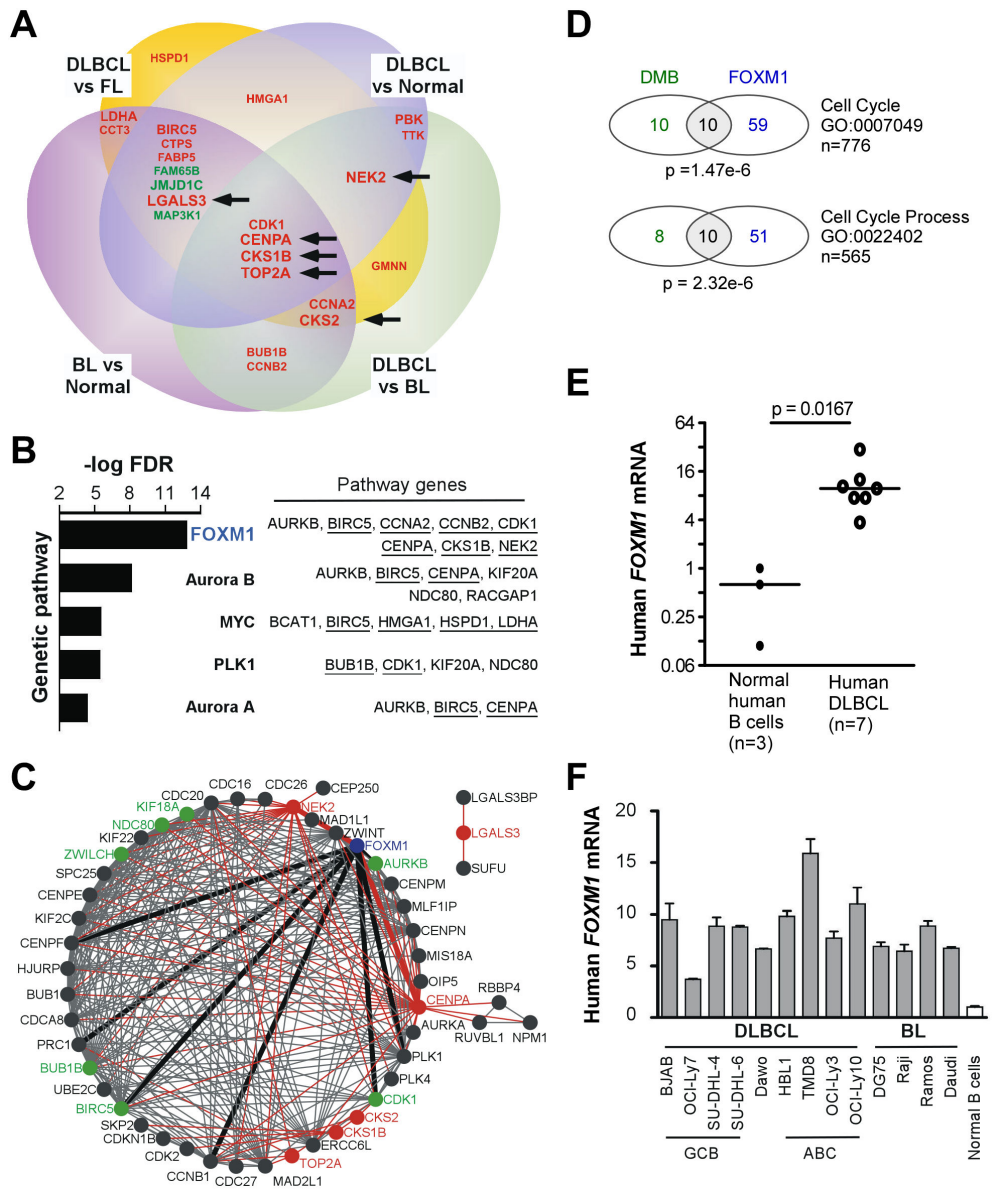
DMB genes are part of the FOXM1 genetic network. (A) Venn diagram displaying symbols of 23 of 60 DMB genes found to be more than 2-fold up (red) or down (green) regulated (*p* < 0.01) in at least 2 of 7 independent GEP studies on human lymphoma within the 4 comparison categories listed (see Table S3 for more details). Increasing font size of the gene symbol relates to an increase in the number of independent studies (2, 3, or 4) in which the gene was found to be differentially expressed across all categories. Black arrows denote the 6 genes found in 4 independent studies.(B) Column diagram indicating the result of Pathway Interaction Database (PID) analysis of the 60DMB genes. The 5 most significant pathways are shown. Genes contained in these pathways are shown to the right. Those included in panel A are underlined. (C) Network diagram representing the result of STRING analysis after expansion to a total of 50 nodes, using the 6 top genes from panel A (nodes and connecting edges indicated in red) as the only input genes. Five of 6 genes are part of a major genetic network that includes FOXM1 (node indicated in blue; edges darkened and thickened for emphasis) and 7 additional DMB genes (indicated in green). One of 6 genes, *LGALS3*, interacts with two other genes outside the FOXM1-associated network. (D) Venn diagrams showing the number of genes (by gene symbol) that overlap between DMB and FOXM1 target genes within the gene ontology (GO) category listed to the right. FOXM1 target genes were taken as defined by Chen et al. [37]. The given p-value indicates that FOXM1 genes are overrepresented in the DMB set and is the result of a Fisher’s Exact test to compare the proportions with a significance level set at p<0.0001. (E) qPCR result unequivocally demonstrating elevated *FOXM1* mRNA in DLBCL cells (11.6 ± 3.22; open) relative to normal B cells (0.580 ± 0.258; closed). Median gene expression level is indicated by horizontal lines. Statistical analysis relied on the Mann-Whitney test. (F) Elevation of *FOXM1* mRNA in DLBCL and BL cells compared to normal B cells, using qPCR as measurement tool. The classification of DLBCL lines as germinal center B cell (GCB) or activated B cell (ABC) type is indicated at the bottom. The assignment of Dawo to either of these categories is unclear.

To begin to examine this question, the landmark DLBCL dataset provided by Lenz et al. [18] was used to assess whether there was a possible association between DMB gene expression levels and overall survival of lymphoma patients. Because of inherent variability between the two treatment groups, CHOP (cyclophosphamide, doxorubicin, vincristine, prednisone) and R-CHOP (CHOP plus rituximab), they were examined separately (Table **S5**). A significance level of 5% (p < 0.05) was used for this analysis. The expression level of 8 of 60 genes (13%) was significantly associated with survival within at least one of the treatment groups: CCT3, CLCF1, COBLL1, CTPS, FABP5, HSPD1, MRPS17 and NDC80 (Table **2**). Each of these genes exhibited consistency between increased probability of death with increasing expression of an up regulated gene or, conversely, decreased probability of death with increasing expression of a down regulated gene, as well as a similar trend in both treatment groups. *CCT3, CTPS, FABP5*, and HSPD1 are also included in the 23-gene set shown in Figure 4A, whereas *CLCF1, COBLL1, MRPS17*, and *NDC80* are not. Based on the observed 8 out of 60 significant genes, a 95% confidence interval for the proportion of significant genes is (0.06, 0.25), which excludes the 5% percent that would be expected by chance and indicates that the observed proportion is more than just chance. This result supported the idea that comparative gene expression profiling of human-mouse lymphoma counterparts may uncover candidate genes that are clinically relevant (e.g., as outcome prognosticators or therapeutic targets) yet difficult to identify when the research effort is confined to human cancer.

**Table 2:** DMB genes individually associated with survival of DLBCL patients.

		**CHOP**			**R-CHOP**			
**Gene Symbol ^1^**	**Affymetrix ID**	**HR ^2^**	**95% CI^3^**		**HR ^2^**	**95% CI^3^**		***p* value** ^4^
**CCT3**	200910_at	1.686*	1.057	2.689	1.682	0.999	2.832	0.9944
CLCF1	219500_at	0.846	0.685	1.045	0.736*	0.61	0.889	0.3366
COBLL1	203641_s_at	0.86*	0.767	0.963	0.976	0.872	1.092	0.1204
COBLL1	229598_at	0.855*	0.76	0.961	0.849*	0.738	0.976	0.9388
**CTPS**	202613_at	1.451*	1.007	2.091	1.476*	1.034	2.106	0.9475
**FABP5**	202345_s_at	1.144	0.836	1.566	1.468*	1.081	1.995	0.2645
**HSPD1**	200806_s_at	1.267	0.739	2.174	1.886*	1.115	3.19	0.3012
**HSPD1**	200807_s_at	1.12	0.88	1.425	1.614*	1.059	2.459	0.1401
**MRPS17**	218982_s_at	1.264	0.879	1.818	1.787*	1.18	2.707	0.2186
**NDC80**	204162_at	1.153	0.848	1.568	1.54*	1.052	2.255	0.2464

^1^ Bold and normal indicates upregulated and downregulated by gene expression profiling, respectively.

^2^ Hazard ratio. Values indicated by asterisk are statistically significant.

^3^ Confidence interval.

^4^ Comparison of CHOP to R-CHOP.

### Genetic interaction maps of DMB genes point to FOXM1 as a candidate lymphoma gene

To interpret the DMB gene list at the systems biology level of genetic network analysis, both DMB genes and the 23 genes included in Figure 4A/Supplemental Table S3 were interrogated with the assistance of the NCI Pathway Interaction Database (NCI-PID). This led, unexpectedly, to the discovery of FOXM1 as the most highly enriched pathway (Figure **4B**). Indeed, 7 of the 23 (30.4%) genes included in Figure 4A are part of the FOXM1 transcription factor network: *BIRC5, CCNA2, CCNB2, CDK1, CENPA, CKS1B* and *NEK2*. NCI-PID analysis also implicated the Aurora kinase A and B pathways and, unsurprisingly, the MYC pathway. Next, the STRING bioinformatics tool [24], which permits the generation of association maps from a small number of input genes, was used to consider the genetic context of the 6 genes identified in at least four independent GEP studies (see Figure 4A black arrows). We hypothesized that expanding these genes to a wider network could enable the recognition of additional DLBCL candidate genes that may not be part of the DMB 60 but on which the 6 genes might depend. Figure **4C** presents the result of network expansion to 50 nodes, relying on network associations *with the highest confidence* based on co-expression, curated pathway databases and/or experimental evidence. Raw data for the network are in Table **S6**. *CENPA, CKS1B, CKS2, NEK2* and *TOP2A* but not *LGALS3* formed an interaction network including *FOXM1*. These results implicated *FOXM1* in the lymphomas included in this study.

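FOXM1 itself was higher in the lymphomas of both species. Its human probeset read 7.39 ± 0.64 (SD, n = 9) in DLBCL and 5.32 ± 0.06 (n = 3) in normal B cells, a log2 change of 2.08 (standard error 0.36, adjusted p = 0.00259 from limma), with all 9 tumors above all 3 normal samples. This probeset is a suffixed one, so the fit without suffixed probesets does not include it. In mouse 1 probeset read 7.41 ± 0.21 (SD, n = 7) in iMycBCL and 6.22 ± 0.20 (n = 3), a change of 1.19 (0.14, adjusted p = 0.000488 from limma), again with every tumor above. The other 3 mouse probesets of Foxm1 changed by 0.90, 0.73 and 0.03 and did not pass (adjusted p = 0.0124, 0.0687 and 0.773). Without any of the 3 normal human samples the human change stayed near its value, but its adjusted p lay between 0.0154 and 0.0170. Of the 7 genes named as part of the FOXM1 network, CDK1, the kinase that drives entry into mitosis, rose by 5.42 (0.29) in DLBCL and 2.43 (0.18) in iMycBCL. The cyclin gene CCNA2 rose by 3.68 (0.20) in DLBCL and 1.87 (0.19) in iMycBCL. CCNB2, another cyclin gene, rose 22.7-fold in DLBCL and by 1.58 (0.24) in iMycBCL. CENPA, the centromeric histone gene, rose by 3.35 (0.36) and 1.51 (0.18), the cyclin kinase subunit gene CKS1B by 1.56 (0.27) and 2.37 (0.22), and the centrosomal kinase gene NEK2 by 3.58 (0.30) and 1.60 (0.22). The brightest mouse probeset of CKS1B rose by 1.43. On the probesets of Table 1 all 7 passed in both species. When suffixed probesets were left out, 4 of the 7 remained in mouse and passed. The listed mouse probesets of BIRC5, CENPA and NEK2 are suffixed and were not in that fit. The human probeset of CENPA carries a second gene's symbol, and the probeset with CENPA alone did not pass (0.91, adjusted p = 0.0212 from limma). CKS2 rose by 3.96 (0.32) and 1.68 (0.20). Of the 56 genes of the STRING network in Table S6, 38 rose in DLBCL, 1 had probesets in both directions and 17, CENPA included, did not pass on probesets with a single symbol. In iMycBCL 30 of 54 measured genes rose and 24 did not pass. Leaving out the suffixed probesets gave 22 and 18 that rose. These genes were chosen on these arrays or linked to such genes, so the counts are not independent evidence. MYC was not higher in DLBCL, at 9.67 ± 0.86 (SD, n = 9) against 10.49 ± 0.29 (n = 3), a log2 change of -0.82 (standard error 0.49, exact permutation p = 0.15), with 1 of the 9 tumors above every normal sample.

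**Figure D2:**
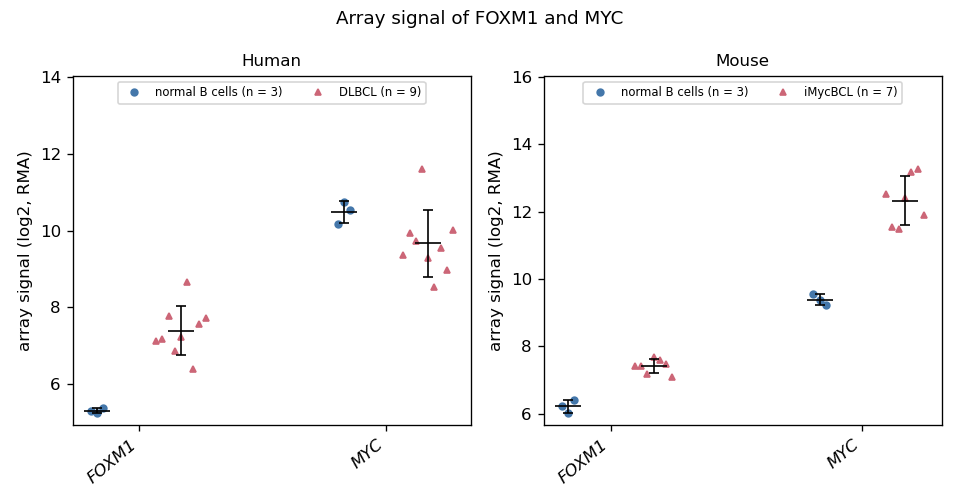
Array signal (log2, RMA) of FOXM1 and MYC in human and mouse, with circles for normal B cells (n = 3 in each species), triangles for tumors (9 DLBCL, 7 iMycBCL), long lines for means and bars for SD. FOXM1 lies higher in all tumors of both species, and MYC in all mouse tumors and 1 of the 9 DLBCL.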

Because 20 of the 60 DMB genes (one-third) are associated with the cell cycle by gene ontology (GO:0007049), we wished to determine whether FOXM1 was simply identified because there is an overrepresentation of cell cycle genes in the DMB list, or whether there was an enrichment of cell cycle-related FOXM1 target genes among the DMB genes. To do so, the proportion of FOXM1 target genes, defined in ChIP-seq studies by Chen et al. [37], associated with the cell cycle was compared to the proportion of cell cycle-associated FOXM1 target genes in the DMB 60-gene list. This was done using two related but independent GO terms, GO:0007049-cell cycle and GO:0022402-cell cycle process, by Fisher’s Exact test with a significance level set at p< 0.0001. In both cases there was a significant enrichment of FOXM1 target genes in the cell cycle-related DMB gene list (Figure **4D**), indicating that FOXM1 was not simply identified because a significant proportion of DMB genes are cell cycle genes.

Sufficient amounts of RNA were left over after microarray and validation analyses from 7 human DLBCL samples to employ qPCR for determination of *FOXM1* levels. Figure **4E** demonstrates that the median *FOXM1* expression in lymphoma was about 20-fold elevated compared to normal B cells (*p* = 0.0167). Similar results were obtained with commonly used DLBCL and BL cell lines (Figure **4F**). All 9 DLBCL and all 4 BL lines harbored *FOXM1* levels that were, respectively, 9.1 ± 3.3 fold and 7.4 ± 1.4 fold higher than in normal B cells (1 ± 0.1). These findings support recently published data showing that *FOXM1* message is elevated in DLBCL [38,39], and extend them to BL cell lines, suggesting that *FOXM1* deserves further consideration for the design and testing of new approaches to treat and prevent high-grade B lymphomas.

### Inhibitors that target FOXM1 reduce growth and survival of DLBCL and BL cells

To evaluate the role of FOXM1 in growth and survival of neoplastic B-lymphocytes, DLBCL and BL cells were treated with thiostrepton, a thiazole antibiotic that has been shown to bind directly to FOXM1 and inhibit its activity [40]. Figure 5A shows that, in line with previous studies [39] thiostrepton was effective at low micromolar amounts in all 9 DLBCL lines we tested. Additionally thiostrepton was highly effective in 4 of 4 BL lines (Figure **5A**), with IC_50_ values ranging from 0.67 µM (Daudi) to 2.88 µM (DG75). Flow cytometry showed that treatment with thiostrepton resulted in cell cycle inhibition (Figure **5B** **left and** Figure **S2**), drop of viable cell numbers (Figure **5B** **center**), and increased apoptosis (Figure **5B** **right and** Figure **S3**). Expression of two of the 60 DMB genes, *AURKB* and *BIRC5*, has been reported to be positively regulated by FOXM1 [41], and we measured the mRNA level of these genes in cells treated with thiostrepton or vehicle control. Thiostrepton caused down regulation of *AURKB* and *BIRC5* in all cases (Figure **5C** **left and center**), with cells of the ABC subtype of DLBCL exhibiting the greatest reduction. ABC-DLBCL cells also demonstrated a dramatic reduction of *FOXM1* expression, which did not occur in GCB DLBCL and BL cells (Figure **5C** **right**). These results supported and extended recent findings on the inhibitory activity of thiostrepton in DLBCL cells [39] and revealed susceptibility of BL cells.

**Figure 5:**
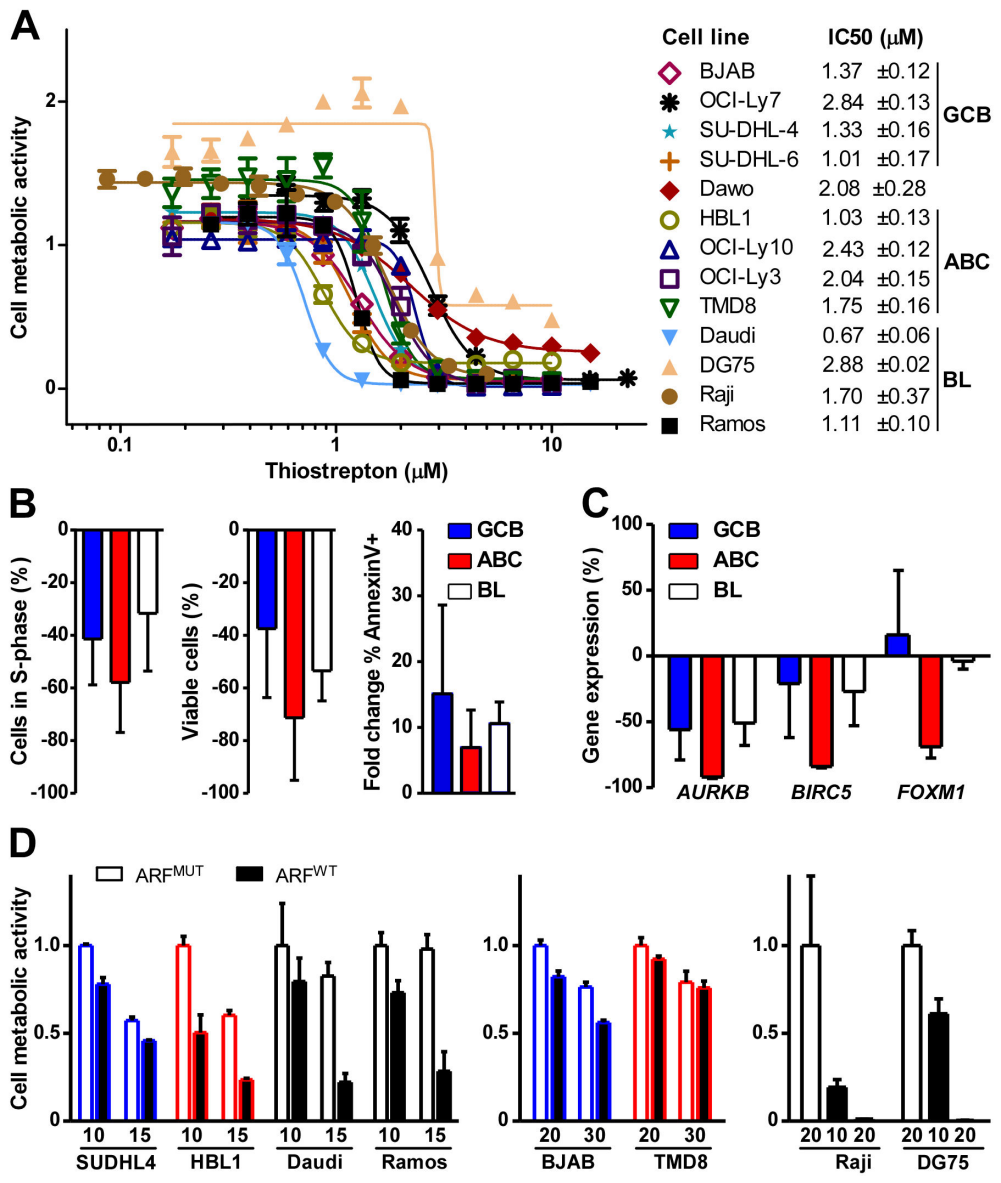
FOXM1 inhibitors impair growth and survival of DLBCL and BL cells *in vitro*. (A) Determination of the mean inhibitory concentration (IC_50_) of thiostrepton in 13 cell lines. Nine DLBCL and 4 BL cell lines were treated for 24 hrs with increasing concentrations of drug. Dose response curves are representative of at least three independent experiments. Cell metabolic activity was measured using the MTS assay. IC_50_ values and standard deviations are shown to the right. (B) Thiostrepton-dependent inhibition of cell proliferation and increased cell death. Tumor cell lines were exposed for 24 hrs to DMSO (vehicle control) or thiostrepton at IC_50_ levels shown in panel A, followed by flow cytometric determination of cells in S phase (DNA content analysis, left panel), number of viable cells (Guava ViaCount® analysis, middle panel), and apoptotic cells (annexin V immunoreactivity, right panel). Results are grouped by molecular subtype and shown as the average percent difference of the mean ± SD of thiostrepton- versus DMSO-treated cells. (C) Thiostrepton-dependent loss of gene expression. Cells were treated as described in panel B. RNA was isolated and gene transcript levels were measured using qPCR. Data are presented as described in panel B. (D) ARF peptide-dependent loss of cell metabolic activity. Four DLBCL and 2 BL cell lines were treated for 24 hrs with the indicated concentration (µM) of wild-type (WT) ARF peptide (black bars) or mutant (MUT) peptide (white bars) used as control. Cell metabolic activity was measured using the MTS (SUDHL4, BJAB, HBL1, TMD8) or CellTiter-Glo® (Daudi, Ramos, Raji, DG75) assays and is normalized to the mean of the lowest concentration of MUT peptide treatment per cell type. Blue, red and black outline colors indicate GCB, ABC, and BL cell lines, respectively. Data are representative of at least two independent experiments.

Because thiostrepton exhibits off-target effects (e.g., inhibition of proteasome activity [42]), we decided to confirm the results presented above using a different targeted agent. Working from knowledge that the tumor suppressor p14/p19^ARF^ binds and inhibits FOXM1 protein, the late Costa and his colleagues developed a cell penetrating peptide, ARF^WT^, that mimics ARF-dependent inactivation of FOXM1 [43]. A mutated form of the peptide that does not bind FOXM1, ARF^MUT^ is available as control. These peptides have been validated in multiple cell types [44]. Figure **5D** shows micromolar amounts of ARF^WT^ peptide inhibit growth and survival of DLBCL and BL cells. With the exception of TMD8, which was refractory for reasons that were not investigated (Figure **5D** **center**), to varying degrees all cell lines were sensitive to ARF^WT^ peptide at different doses. At higher concentrations, DLBCL cells exhibited non-specific toxicity to ARF^MUT^, but BL cells clearly demonstrated that ARF^WT^ was more effective than ARF^MUT^. The most dramatic response was observed in Raji and DG75 cells, in which treatment with equimolar amounts (20 µM) of ARF^MUT^ or ARF^WT^ left essentially all cells alive or metabolically dead (Figure **5D** **left**). The findings with thiostrepton and ARF^WT^ suggested that targeting FOXM1 may provide a therapeutic approach for patients with BL and DLBCL.

## Discussion

Key to our study was the use of Myc-dependent mouse B-cell lymphoma as a phylogenetically conserved filter for the analysis of the human DLBCL transcriptome. The gene expression changes in the mouse tumors permitted us to dramatically reduce the number of DLBCL candidates to the “DMB 60-gene” set. Genetic network analysis of this set resulted in the independent discovery of *FOXM1* as a putative lymphoma gene, providing evidence that our approach uncovered at least one known, biologically meaningful gene. Cox hazard regression analysis of the gene set linked the expression of 8 genes to survival of patients with DLBCL. Four of these genes were detected only because the mouse lymphoma transcriptome was available as a “biological filter” for gene expression analysis of human DLBCL. These results support the use of comparative genome-wide expression profiling of human-mouse lymphoma counterparts, complemented by functional genomics and clinical outcome studies, as a gene discovery tool that should also be considered for other types of B cell and plasma cell neoplasms.

Our finding that growth and survival of DLBCL and BL *in vitro* is reduced using agents known to target FOXM1 extends a growing body of evidence for a role of this forkhead protein as a promising target of cancer therapy [45]. Deregulated expression of FOXM1 results in centrosome amplification, mitotic catastrophe and other cytogenetic aberrations typically seen in cancer cells [46]. In normal cells, the level of FOXM1 is tightly regulated to ensure mitotic fidelity through the cell cycle [47]. In DLBCL, it was reported that *FOXM1* mRNA [30,31,33] and FOXM1 protein [39] are elevated [48], in part, because of genomic amplification that has been observed in about 50% (9 of 18) of DLBCL patients [38]. A level of FOXM1 above normal may provide a therapeutic threshold for targeted treatment. Further, targeted inhibition of FOXM1 either by siRNA or thiostrepton was recently reported to sensitize DLBCL cells to killing when combined with normally sub-toxic doses of the proteasome inhibitor bortezomib [39]. Thiostrepton did so despite the fact that like bortezomib it also functions as a proteasome inhibitor [42]. Using other drug combinations that include inhibition of FOXM1 may also be effective and testing is warranted in both DLBCL and BL.

The studies of Green et al. exposed an association between a *MYC* gene signature and MYC protein level with amplification of *FOXM1* in DLBCL [38]. It is well established that deregulated MYC is a prominent factor in DLBCL [49], and others have shown that FOXM1 is a target gene of MYC [50,51] and that MYC is a target gene of FOXM1 [52]. Using an unbiased, independent method, our cross-species analysis (notably with Myc as the initiating factor in mice) identified genetic networks that implicated both FOXM1 and MYC pathways. This supports the work of Green et al. and underscores the likelihood that MYC and FOXM1 support one another to drive or maintain aggressive B-lymphomas.

Several lines of evidence indicate that the DMB 60-gene list is of biological and clinical relevance. Twelve of the 60 DMB genes (20%) were confirmed in three independent GEP studies on aggressive B lymphoma. Six of these 12 genes (*CENPA, CKS1B, CKS2, LGALS3, NEK2, TOP2A*) may be of special interest because they have been the most frequently identified. *CENPA*, a regulator of kinetochore function, is upregulated upon transformation of B-lymphocytes with EBV [53]. *CKS1B* is involved in Myc-induced lymphoma in mouse and aggressive mantle cell lymphoma in humans [54]. *CKS2* governs replicative fidelity and cell cycle progression [55], and along with *CKS1B* and *NEK2*, may be a downstream target of FOXM1 [41]. *LGALS3*, the only anti-apoptotic member of the large galectin family of genes, regulates death in DLBCL cells [56]. *NEK2*, a regulator of mitosis [38] is a putative therapeutic target in patients with DLBCL [36]. Lastly, *TOP2A* encodes a direct target of doxorubicin, a drug in the standard CHOP regimen of lymphoma therapy. Improved understanding of the 6 genes described above, either individually or in concert, may lead to new approaches in treatment of high-grade B lymphoma.

Even as a potential target, FOXM1 expression did not predict overall survival in the Lenz et al. [18] study (CHOP: 1.024 HR, 0.792-1.325 95% CI; R-CHOP: 1.02 HR, 0.789-1.317 CI). However, eight of 60 (13%) DMB genes (*CCT3, CLCF1, COBLL1, CTPS, FABP5, HSPD1, MRPS17, NDC80*) did correlate with overall survival of DLBCL patients in that dataset. *HSPD1* encodes a heat-shock family protein chaperone that not only exhibits elevated expression in Hodgkin’s and large cell lymphoma [57] but also promotes the stability of the pro-survival factor BIRC5 (survivin; also a DMB 60-gene) [58]. *FABP5* encodes a fatty-acid binding protein and a target of MYC [59] that has been implicated in resistance of B-lymphoma cells to radiation [60]. None of the other genes have been implicated thus far in DLBCL or any B-lineage cancers. Despite one-third of the DMB 60-genes being associated with the cell cycle, only one of these eight genes, NDC80, has a known role in cell cycle activity during mitosis; it is implicated in cancer cell survival and kinetochore function [61]. *NDC80* was also identified as part of the expanded 6 gene network as shown in Figure 4C. CCT3, a subunit of the chaperonin complex that mediates appropriate folding of cytoskeletal proteins actin and tubulin, has also been implicated in cell division [62]. Perhaps a more provocative function of CCT3 is modulation of mRNA decay [63], changes in which could have broad implications on cell activity. The functions of the gene products of *COBLL1* or *MRPS17* are poorly characterized, making it difficult to speculate about their biological role if any in DLBCL. However, along with CTPS and FABP5, both have been associated with different aspects of cellular metabolism. COBLL1 has been associated with insulin sensitivity [64], MRPS17 is a mitochondrial ribosomal protein and might therefore regulate mitochondrial metabolic activity, CTPS is required for *de novo* cytosine biosynthesis, and FABP5 regulates intracellular fatty acid functions. Which of these myriad functions, if any, predominate to maintain or promote B-lymphomas remains to be determined. The only other gene of the eight, *CLCF1*, exhibited reduced expression in aggressive B-lymphomas. This is initially a bit counterintuitive, because CLCF1 is a cytokine that belongs to the IL-6 family and stimulates STAT3 activity [65], which is constitutively active in some DLBCLs [66]. Downregulation of CLCF1 transcription, however, could be the result of negative feedback inhibition involving STAT3 activation through alternative means. Importantly, four of the eight genes (*CLCF1, COBLL1, MRPS17, NDC80*) were not reproducibly deregulated in published GEP datasets on aggressive B lymphoma, and would have remained unrecognized without the benefit of the “mouse filter”.

In conclusion, our findings support the use of comparative gene expression profiling across species to identify candidate therapeutic targets in DLBCL and BL, and we unveiled several new potential biomarkers of DLBCL. Biological and clinical validation studies are warranted to evaluate these genes in greater depth, both as drivers of lymphoma development and therapeutic targets. 

## Supporting Information

Figure S1 **Graph showing gene expression profiling data variability using three dimensional principal component analysis (PCA) for both human (top) and mouse (bottom) samples.** Human control samples are blue and DLBCL tumor samples are red, whereas mouse control samples are red and tumor samples are blue.
(TIF) Click here for additional data file.

Figure S2 **Representative DNA content histograms showing cell cycle distribution for DLBCL and BL cell lines treated with (+) and without (-** ) thiostrepton for 24h at the IC50 given in the text.
(TIF) Click here for additional data file.

Figure S3 **Representative Annexin V staining dot plots and histograms for DLBCL and BL cell lines treated with (+) and without (-) thiostrepton for 24h at the IC50 given in the text.** Dot plots show restrictive gating for side and forward scatter profiles.
(TIF) Click here for additional data file.

Table S1 **Sequences used for quantitative RT-PCR.**
(XLSX) Click here for additional data file.

Table S2 **Concordant, differential probesets (n=183) and genes (n=130) in human DLBCL and mouse iMycBCL.**
(XLS) Click here for additional data file.

Table S3 **Publicly available datasets used for proliferation comparison.**
(XLS) Click here for additional data file.

Table S4 **DLBCL/iMyc genes also significantly differentially expressed (p≤0.01, 2-fold, Oncomine) in at least two other independent GEP studies.**
(XLS) Click here for additional data file.

Table S5 **Cox regression analysis for association of DMB expression level with survival of DLBCL patients.**
(XLS) Click here for additional data file.

Table S6 **STRING network analysis resulting from select DMB genes.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

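Lymphoma tissue and normal B cells were measured on Affymetrix arrays in both species. The 12 human arrays held 9 DLBCL and 3 samples of normal peripheral blood B cells, and the 10 mouse arrays held 7 iMycBCL and 3 samples of normal splenic B cells. The tumors were whole tissue, and the human tumors had been frozen in embedding medium. The normal B cells were isolated on magnetic beads, and those of human donors were frozen afterwards. Human RNA was labeled in 1 cycle and mouse RNA was amplified linearly before labeling. The paper's comparisons of qPCR, cell lines, survival, published expression studies and drug treatment rest on other measurements and were not analysed here.

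The authors deposited log2 expression values made by robust multi-array averaging (RMA), with each species normalized on its own. The submitters' notes name GCOS for scanning and Partek for normalization. The deposited log2 values were used as they stand, without a further transformation or filter, and the table held 0 other columns per sample. The median signal of an array lay between 5.02 and 5.10 in human and between 5.64 and 5.79 in mouse. For arrays the number of samples limits the precision.

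Probesets were named from the platform's annotation, with human symbols brought up to date through the gene identifiers. On the human array 41097 of 54675 probesets carry a single gene symbol, 1801 carry several and 11777 none. On the mouse array these are 34958, 932 and 9211 of 45101. Genes were named from probesets with a single symbol, apart from those of Table 1, which were read on the 146 probesets the paper lists. Of these, 6 carry several symbols or none, for CENPA, CLCF1 and PFDN6 in human and HMGA1 and ZMYM6 in mouse. Genes of the 2 species were matched by symbol, ignoring case, which gave 13638 symbols on both arrays.

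Tumors and normal samples of a species were compared for each probeset with limma (version 3.58.1, with statmod 1.5.0, in R 4.3.3), using lmFit and eBayes. The p values were adjusted over all probesets of the array after Benjamini and Hochberg, and an adjusted p under 0.01 was called a change. The wider threshold was 0.05. The 7 iMycBCL formed a single group, as in the paper. A gene was called where at least 1 probeset with its symbol alone passed, and a gene with passing probesets in both directions was kept apart. The overlap between the species was tested with Fisher's exact test, one-sided, for each direction. FOXM1 and the other single genes were also tested with exact permutation tests, two-sided, over all splits of the samples. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

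There were 21 gene lists, named mitosis, DNA replication, nucleotide synthesis, ribosome biogenesis, chaperonins, glycolysis, oxidative phosphorylation, mature B cell, quiescence, immediate early, germinal centre B cell, plasma cell, T cell, NK and cytotoxic, macrophage, granulocyte, stroma, endothelium, platelet, erythroid and follicular dendritic cell. No gene is on more than 1 list. They were tested with camera at a preset correlation of 0.01 on the brightest probeset of each gene. The adjusted p values of the lists were taken over the 21 lists of a species, with 0.05 as the threshold. An estimated correlation, the rotation test fry and the mean of a gene's probesets were alternatives. Counts of list members past 0.01 are given over all probesets and adjusted over the list alone.

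The genes named were fixed by a rule. They are the genes the paper names as measured on these arrays or in its gene lists, the 10 genes with the highest and the 10 with the lowest change in each species among those with every tumor on one side of every normal sample, and the 4 members of each list with the smallest adjusted p. FOXM1, MYC, GAPDH and ACTB, and the 5 genes with the largest changes in opposite directions in the species, complete it. The values in the paper's tables had been read when the rule was written. Such a gene may have passed on a probeset other than its brightest. XIST and Y-linked genes were left out for the human samples.

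The alternatives tried were the methods' test (a single-factor comparison with equal variances), limma with a trended and robust prior, array weights, 3 iterations of cyclic loess between arrays, probesets above the median signal alone, and the fit without suffixed probesets, which are those ending in _s_at, _x_at or _a_at and the spiked or housekeeping controls. The replicate number as a block, each sample left out in turn, the wider threshold, a fold of at least 2 and the brightest probeset per gene were tried as well. Older human symbols for mouse genes, and the methods' test at an unadjusted p under 0.001, were added after the values had been seen. Other groupings of the samples were drawn 100 times for each comparison. The steps were tested on simulated arrays with known changes. Of 100 changed human probesets limma recovered 31 at a log2 change of 1 and 70 at a change of 2, and of 100 mouse probesets 35 and 63. Far fewer probesets were changed there than passed on the real arrays, so these rates do not give the recovery on the real arrays.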

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

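The tests in this part were chosen before their results were seen, apart from the count of all lists whose members move together and the shares that fell with both groups weighted equally.

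With camera's preset correlation, lists of several cell types other than B cells shifted upward in DLBCL (median log2 change and genes that rose: T cells 2.08, 3 of 19, with 1 that fell; NK and cytotoxic cells 3.71, 6 of 12; macrophages 3.41, 16 of 24; stroma 3.47, 16 of 28; endothelium 0.49, 1 of 17; follicular dendritic cells 3.59, 1 of 10) and in iMycBCL (stroma 1.13, 1 of 27; endothelium 0.41, 1 of 17), where NK and cytotoxic genes shifted downward (-0.51, 2 of 11 fell) and T cell (-0.06) and macrophage genes (-0.05) did not pass. With an estimated correlation none of these lists passed (adjusted p = 0.135 to 0.435 in DLBCL and 0.332 to 0.697 in iMycBCL). Cells of these types within the tissue are a candidate explanation, since whole tumors were set against B cells isolated on beads, and in DLBCL the collagen gene COL1A1 read 11.46 ± 1.28 (SD, n = 9) and the macrophage gene C1QC 10.77 ± 1.38. As a test, members of those stroma, macrophage, endothelium and T cell lists that shifted upward were compared across tumors with 1000 random lists of like signal, and the lowest percentile of their mean correlation was 100 in DLBCL (4 lists) and 99.9 in iMycBCL (2 lists). However, 19 of the 21 human and 15 of the 21 mouse lists also lay above the 95th percentile, whatever their theme. The test therefore cannot tell other cells from a change within the tumor cells. The paper describes abundant tingible body macrophages in representative sections of both lymphomas, so macrophages were present in that tissue. How far other cells account for these shifts was not measured.

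The list of immediate early genes, which respond within minutes to handling and to receptor signals, pointed down in both lymphomas with camera's preset correlation, but not past 0.05 with an estimated one (adjusted p = 0.441 in human and 0.0713 in mouse) nor on the mean of the human list (exact permutation p = 0.164). Induction while the normal B cells were isolated is a candidate explanation, and the list medians of -0.68 in DLBCL and -2.31 in iMycBCL have the direction it needs. All normal samples and no tumors were isolated, so it and a difference between tumor and resting B cells cannot be told apart. Lower RNA quality would raise the 3' minus 5' signal, which differed between tumors and normal samples by 0.028 for GAPDH and -0.052 for actin in human (exact permutation p = 0.655 and 0.618) and by -0.0065 and 0.185 in mouse (exact permutation p = 0.992 and 0.825). This leaves it open. The mouse differences lean on iMycBCL replicate 2, which read far above the other mouse samples on both controls (1.66 for GAPDH and 2.80 for actin). The other iMycBCL read -0.0037 to 0.397 and 0.355 to 1.14, against normal means of 0.369 and 0.757.

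More probesets fell than rose, at 60.9% of those that changed in DLBCL and 70.9% in iMycBCL. Dim probesets carry part of this, since the share that fell differed between probesets above and below the median signal by -46.0 percentage points in human (52.1% and 98.1%) and -31.0 in mouse (67.6% and 98.7%). With both groups weighted equally in the mean signal the differences were -41.1 and -27.2. A further normalization between arrays, by cyclic loess, left the shares at 58.0% and 72.2%. It started from values already normalized, so it cannot show the shares without the authors' normalization. That source stays open. A biological loss of expression could contribute to what remains above the median signal in the mouse, and no test addressed it.

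Some genes moved in opposite directions in the species, with all 9 DLBCL on one side of the normal samples and all 7 iMycBCL on the other. ADAMDEC1 changed by 6.27 in DLBCL and -4.26 in iMycBCL, FILIP1L by 2.93 and -3.09, ADK by -2.10 and 2.56, MGST2 by 2.29 and -2.05, and CLTC by 1.93 and -2.02. The difference between the species was not tested. FILIP1L did not pass the methods' test in either species (adjusted p = 0.0110 and 0.0101), and the brightest mouse probeset of CLTC did not pass with limma.

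Single samples stood far from the rest of their group in 7 of 100 groups, where chance gives about 1 in 20. The measure is the gap to the nearest sample as a share of the group's range. CDK1 was lowest in DLBCL replicate 8, at 9.19 against 10.0 to 10.7 in the others (0.545). COBLL1 was highest in DLBCL replicate 6, at 7.82 against 4.63 to 6.13 (0.530), and MYC in DLBCL replicate 4, at 11.6 against 8.54 to 10.0 (0.516). In mouse the 3' minus 5' signal was highest in iMycBCL replicate 2 for both controls, at 1.66 for GAPDH (0.759; others up to 0.397) and 2.80 for actin (0.681; others up to 1.14). The mean of the T cell list was highest in iMycBCL replicate 3, at 7.44 against at most 6.49 (0.755), and FOSB in iMycBCL replicate 6, at 6.19 against at most 5.55 (0.747).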

How the results depend on the processing

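The alternatives were chosen before their results were seen, apart from matching through older human symbols, which gave 376 genes changed in one direction in both species. No single probeset or list that had passed changed direction under an alternative fit, and 8 values that had not passed did. Taking a gene's brightest probeset in place of the one that passed did turn some genes, such as ZMYM6 (0.58), NCL (0.61) and CD247 (2.14) in human, where those 3 brightest probesets did not pass. Unless stated, causes were not tested.

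Array weights gave 9190 human and 6803 mouse probesets and 1136 shared genes. An adjusted p under 0.05 gave 9447, 5263 and 961. A fold of at least 2 gave 2312 human (1177 higher, 1135 lower) and 1838 mouse probesets (595 higher, 1243 lower). The methods' test gave 222 shared genes and the brightest probeset per gene 225. Without suffixed probesets there were 2494 human probesets, 179 shared genes, 93 human probesets of Table S2, 25 genes of Table 1, 22 human and 18 mouse nodes of Table S6, 4 of the 7 pathway genes in mouse and 5 human survival probesets, where fewer probesets were tested. With camera's estimated correlation 0 human and 6 mouse lists passed (4 and 10 at an unadjusted p under 0.05), against 17 and 14 with fry.

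With the replicate number as a block 346 human and 26 mouse probesets passed, 0 shared genes, 18 human and 0 mouse probesets of Table S2, 0 genes of Table 1, 1 human and 0 mouse pathway genes, 14 human and 0 mouse nodes of Table S6, and 0 human and 0 mouse survival probesets. Of those 26 mouse probesets, 10 had a human gene of the same name. At an unadjusted p under 0.05 in limma the block left 1766 shared genes, 130 mouse probesets of Table S2, 56 genes of Table 1, 7 mouse pathway genes, 41 mouse nodes, and 10 human and 8 mouse survival probesets. FOXM1 changed by 2.05 in human (adjusted p = 0.0131) and 1.12 in mouse (adjusted p = 0.0770) with the block. The numbers do not pair the samples, since same-numbered tumors and controls did not deviate together (correlations of 0.051, 0.033 and -0.046 in human and -0.088, -0.210 and 0.098 in mouse).

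Leaving out single samples gave 1804 to 4830 human probesets (2050, 1853 and 1804 without normal human replicate 1, 2 and 3) and 1380 to 3642 mouse probesets (1444, 1417 and 1380 without normal mouse replicate 1, 2 and 3). Shared genes numbered 196 to 473, with 226, 209 and 196 without those human and 209, 218 and 211 without those mouse samples. Human probesets of Table S2 numbered 115 to 178 (115 and 117 without normal human replicate 2 and 3), and mouse survival probesets 5 to 8 (5 without normal mouse replicate 1 or 3). FOXM1 changed by 1.92 to 2.20 in human, and its adjusted p ranged from 0.000831 to 0.0170, above 0.01 without normal human replicate 1, 2 or 3. In mouse it changed by 1.10 to 1.29 (adjusted p = 0.000503 to 0.00435). The transgene comparison gave 0 probesets without normal mouse replicate 1, 2 or 3, 1, 2 and 24 without iMycBCL replicate 1, 4 and 7, 138 and 961 without replicate 3 and 5, where a single Cα tumor is left and the spread comes from the other groups, so these 2 counts do not measure stability, and 1609, 1528 and 1563 at an unadjusted p under 0.05 without those controls. Human probesets also different in mouse numbered 535, 476 and 468 without those human and 668, 662 and 637 without those mouse samples at the wider threshold, and 339, 308 and 296, and 336, 345 and 336, at 0.01. Mouse probesets also different in human numbered 697, 642 and 628, and 467, 465 and 450, and at 0.01 344, 324 and 305, and 298, 301 and 286.

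Among single named probesets, leaving out a sample kept 3745 of 4044 values on their side of the threshold and ended 266 calls. The methods' test ended 17 of 365 and the replicate block 256 of 365, and the trended prior kept 358 of 365. Signal near the background limits what can be called among dim probesets.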

Differences from the paper's values

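The methods' test at an unadjusted p under 0.001 and the matching through older human symbols are the settings in this part that were chosen after the values had been seen. The other alternatives were set before the data were examined. A count is said to come near the paper's when neither is more than 1.5 times the other, which is not equality. Genes were matched by symbol here. The paper's methods name Affymetrix's homology associations, while its Results speak of mouse genes with an identically named human counterpart. The counts shared between the species may therefore not rest on the same matching.

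At an unadjusted p under 0.01 the paper gives 3961 human probesets, and limma gives 9937. None of the alternatives set beforehand comes near the paper's value, and the methods' test at an unadjusted p under 0.001, chosen after seeing the values, gives 3957. For mouse the paper gives 3285 and limma 6126. The fit without suffixed probesets (4679), the replicate block (3491) and leaving out normal mouse replicate 1, 2 or 3 (4494, 4403 and 4319) come near it, as does the methods' test at an unadjusted p under 0.001 (2604), chosen after seeing the values; the others set beforehand do not. That setting drops 0 of the 183 human and 1 of the 130 mouse probesets of Table S2.

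For human probesets also different in mouse the paper gives 599 at an FDR of 0.05, against 1002 here. The methods' test (652), the fit without suffixed probesets (456) and 11 of 22 fits without a single sample (468 to 891) come near it, and the other alternatives do not. At an FDR of 0.01 the paper gives 203, against 607, and the fit without suffixed probesets (272) and without normal human replicate 3 (296) come near it. In the mouse-in-human direction the paper gives 243 and 146, against 951 and 578, and no alternative comes near these.

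The paper reports 130 genes changed in the same direction in both species, against 368 here, and only the fit without suffixed probesets (179) comes near it. Of these the paper has 73 up regulated, against 198. The fit without suffixed probesets gives 73, and those without normal human replicate 3 (106) and without normal mouse replicate 1 or 3 (103 in each) also come near it. For the down regulated genes the paper has 57, against 170, and only the brightest probeset per gene (61) comes near it.

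In Table 1 the paper gives DOCK11 a fold of 2.34 in mouse as higher in the tumors, where the arrays give a fold of 2.36 and lower. For LGALS3 the paper has folds of 29.33 in human and 3.48 in mouse, both as lower, against 29.3 and 3.46 here, both higher. No alternative changes these signs, and Table S2 lists the genes with the sign found here.

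At the FDR of 0.01 the paper reports 3268 human and 2893 mouse probesets, close to 4040 and 2858 with limma, and the methods' test gives 3298 and 1965. The paper counts 44101 mouse probesets, whereas the array file holds 45101. The p column of Table S2 equals the adjusted p of the methods' test for all 183 human probesets within 1%, but for only 6 of the 130 mouse probesets. The folds lie within 1% for all 183 human and 60 of the 130 mouse probesets, and the mouse ratios run from 0.906 to 1.18.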

Other observations

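No test in this part was chosen after its result was seen.

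Lists of lymphoid and stromal cell genes were tested in each species. Of 19 T cell genes in DLBCL 3 rose and 1 fell, or 4 and 1 when adjusted over the list alone (camera, adjusted p = 1.2e-06; adjusted p = 0.266 with an estimated correlation), and the list mean was higher in 9 of 9 tumors (exact permutation p = 0.0136). CD2 rose by 5.12 (standard error 0.89) and CD8A by 3.73 (0.77), while CD247 fell by 0.56 on the passing probeset and changed by 2.14 on its brightest (adjusted p = 0.0701). Of 12 NK and cytotoxic genes 6 rose, or 7 over the list alone (adjusted p = 1.7e-05; adjusted p = 0.182 with an estimated correlation), among them the granzyme genes GZMA (5.25, standard error 0.76) and GZMK (5.97, 0.95). CXCL12, a chemokine gene of follicular dendritic cells, rose by 5.32 (0.76), the only 1 of 10 genes of that list (adjusted p = 0.000547; adjusted p = 0.226 with an estimated correlation; 1 over the list alone). Of 17 endothelial genes 1 rose, MMRN2 by 0.69 (0.15), and 0 over the list alone (adjusted p = 0.0128; adjusted p = 0.435 with an estimated correlation). In iMycBCL none of 18 T cell genes passed (median -0.06, adjusted p = 0.116). Of 11 NK and cytotoxic genes 2 fell, Tbx21 by 2.02 (0.10), or 3 over the list alone (median -0.51, adjusted p = 0.000946; adjusted p = 0.339 with an estimated correlation). The mean of that list lay below the normal mean in 5 of 7 tumors (exact permutation p = 0.467). Of 23 macrophage genes 1 fell, also over the list alone (median -0.05, adjusted p = 0.153). Of 17 endothelial genes 1 rose, Sox18 by 0.64 (0.10), or 4 over the list alone (adjusted p = 0.000681; adjusted p = 0.332 with an estimated correlation), and the list mean was higher in 7 of 7 tumors (exact permutation p = 0.0167). None of 7 genes of follicular dendritic cells passed (median 0.88, adjusted p = 0.106). The difference between the species was not tested.

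The list of germinal center B-cell genes passed downward in iMycBCL and did not pass in DLBCL, and the difference between the species was not tested. Of 16 in mouse 4 fell, or 5 over the list alone (median -1.28, adjusted p = 5.9e-05; adjusted p = 0.0146 with an estimated correlation), with Bcl6 at -3.34 (standard error 0.16), Rgs13 at -2.68 (0.18), Gcsam at -1.72 (0.11) and Fas at -1.59 (0.25). Of 15 in human 1 rose and 1 fell, the same over the list alone (median 1.60, adjusted p = 0.0839), namely EZH2 by 2.93 (0.23) and CXCR4 by -1.33 (0.22), whose brightest probeset did not pass (-0.85, adjusted p = 0.0128). Of 12 plasma cell genes in human none passed (median 0.37, adjusted p = 0.118). Of 11 in mouse none passed singly, while the list lay just past the threshold (median -0.62, adjusted p = 0.0497; adjusted p = 0.497 with an estimated correlation).

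Immediate early genes that passed were mostly lower in both species, while the list as a whole was less clear in DLBCL. There 7 of 26 fell and none rose, or 11 fell and 3 rose when adjusted over the list alone (camera, adjusted p = 0.0153; adjusted p = 0.441 with an estimated correlation), and the list mean lay below the normal mean in 8 of 9 tumors (exact permutation p = 0.164). In iMycBCL 12 of 27 fell and 1 rose, or 13 and 1 over the list alone (adjusted p = 3.0e-10; adjusted p = 0.0713 with an estimated correlation), with 7 of 7 tumors below (exact permutation p = 0.00833). JUN fell by 2.70 (standard error 0.15) and DUSP1 by 2.90 (0.22; brightest probeset -3.15, adjusted p = 0.0124) in DLBCL, and Cd69 by 2.97 (0.27) and Dusp2 by 2.43 (0.26) in iMycBCL.

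Some platelet genes passed, and few of the erythroid and granulocyte genes did. Of 10 platelet genes in human 4 fell, or 5 over the list alone (median -0.10, adjusted p = 0.0280; adjusted p = 0.182 with an estimated correlation), and PPBP changed by -0.52. Of 10 in mouse 3 fell, also over the list alone, with a median of 0.04 and a mean of -0.15 (adjusted p = 0.116, in the direction of the mean). The transferrin receptor gene TFRC was the only erythroid gene past the test, at 1.71 (standard error 0.35) in DLBCL and 1.54 (0.27) in iMycBCL. The erythroid list had a median of -0.15 and a mean of 0.30 in human, with the test pointing down (adjusted p = 0.616), and a median of 0.07 in mouse (adjusted p = 0.402). Of 14 granulocyte genes in human 1 rose, MMP9 by 5.21 (0.80) (median 0.12, adjusted p = 0.875), and in mouse none of 13 passed (median 0.01, mean -0.23, adjusted p = 0.465 with the test pointing down).

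The 8 genes that the paper relates to survival in another dataset also changed on these arrays, while survival itself was not analysed here. FABP5, a fatty acid carrier gene, rose by 3.64 (standard error 0.36) in DLBCL and 4.38 (0.63) in iMycBCL, and the kinetochore gene NDC80 by 3.46 (0.24) and 1.33 (0.21). CTPS, of CTP synthesis, rose by 2.51 (0.30) and 1.99 (0.14), MRPS17 by 1.77 (0.24) and 1.12 (0.15), and the chaperonin gene CCT3 by 1.24 (0.16) and 1.24 (0.17), although its brightest mouse probeset did not pass (0.84, adjusted p = 0.0292). HSPD1 rose by 1.27 (0.21) and 1.43 (0.15) on its human probesets and by 1.34 (0.15) in mouse. CLCF1 fell by 1.10 (0.11) and 1.04 (0.10), while its brightest mouse probeset changed by -2.99. COBLL1 fell by 3.13 (0.58) and 1.11 (0.15) on its human probesets and 1.63 (0.11) in mouse. The brightest COBLL1 probesets changed by -3.09 and -1.34 and did not pass (adjusted p = 0.0106 and 0.0177). The human CLCF1 probeset carries no gene symbol in the annotation. All 10 human and 8 mouse probesets passed with limma, and 5 in mouse without normal mouse replicate 1 or 3. The genes were selected on these arrays, so this is not independent evidence.

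The genes often taken as constant were not all constant. GAPDH was higher in DLBCL by 1.48 to 1.59 on its 6 probesets, each past the test. ACTB changed by 0.52 to 0.70, and 1 of 6 probesets passed (adjusted p = 0.00764 from limma). In iMycBCL no probeset of these genes passed, with changes of 0.49 to 0.50 for Gapdh.

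Between the transgene positions, 10 probesets differed between 4 tumors with the Eμ and 2 with the Cα insertion at an adjusted p under 0.05 from limma, and 2035 at an unadjusted p under 0.05. Fstl1 was higher with the Eμ insertion by 2.98 and 3.29 on 2 probesets, Nfix by 2.27 and 1.55, Sema3g by 1.77 and Selenbp1 by 1.49, whereas Nxt2 changed by -1.03. Leaving out any normal mouse sample lowered the count to 0, and leaving out iMycBCL replicate 1 or 4, which carry the Eμ insertion, left 1 and 2, so the count is not stable. The spread was estimated over all mouse groups together.

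FOXM1 was set against the mean of the mitosis list across tumors of a species, as a hypothesis that they go up and down together. Pearson's r was 0.44 over the 9 DLBCL (exact permutation p = 0.24, adjusted 0.48 over the 2 relations; Spearman's rho 0.53, p = 0.15), and 0.85 without the 2 tumors farthest from the median. Over the 7 iMycBCL r was 0.29 (exact permutation p = 0.55, adjusted 0.55; rho 0.39, p = 0.40), and 0.77 without the 2 farthest. These numbers of tumors leave the hypothesis open.

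Other groupings of the same samples were drawn to see whether chance can be excluded. For DLBCL against normal B cells 1 of 100 groupings, the real one, gave as many probesets (4040, highest other 19), and for iMycBCL likewise 1 (2858, highest other 3), as for the shared genes (368, highest other 0), so chance can be excluded for these counts. The number of human lists past the test, 17, was reached by 3 of 100 groupings, the real one included (highest other 17). It was rare but not unique to the real grouping, so chance is not clearly excluded for it. With an estimated correlation 0 human lists passed. The number of mouse lists, 14, was reached by 25 of 100 (highest other 18), so chance cannot be excluded for it.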
